# β-diketone accumulation in response to drought stress is weakened in modern bread wheat varieties (*Triticum aestivum* L.)

**DOI:** 10.3389/fpls.2024.1401135

**Published:** 2024-08-09

**Authors:** Aswini Kuruparan, Peng Gao, Raju Soolanayakanahally, Santosh Kumar, Eliana Gonzales-Vigil

**Keywords:** cuticular waxes, drought, wheat, β-diketones, wax biosynthesis

## Abstract

Cuticular waxes coating leaf surfaces can help plants tolerate drought events by reducing non-stomatal water loss. Despite their role in drought tolerance, little is known about how cuticular wax composition has changed during breeding in Canadian bread wheat (*Triticum aestivum* L.) varieties. To fill in this gap, flag leaves of the Canadian Heritage Bread Wheat Panel, which include 30 varieties released between 1842 and 2018, were surveyed to determine if and how cuticular wax composition in wheat has changed at two breeding ecozones over this period. Following this, a subset of varieties was subjected to drought conditions to compare their responses. As expected, modern varieties outperformed old varieties with a significantly larger head length and reaching maturity earlier. Yet, when challenged with drought, old varieties were able to significantly increase the accumulation of β-diketones to a higher extent than modern varieties. Furthermore, RNAseq was performed on the flag leaf of four modern varieties to identify potential markers that could be used for selection of higher accumulation of cuticular waxes. This analysis revealed that the *W1* locus is a good candidate for selecting higher accumulation of β-diketones. These findings indicate that the variation in cuticular waxes upon drought could be further incorporated in breeding of future bread wheat varieties.

## 1 Introduction

Wheat is the most widely grown crop in the world accounting for 20% of the global population’s calorie and protein intake (Shiferaw et al., 2013; Bi et al., 2017). Nearly 90% of all wheat grown is the bread wheat variety (*Triticum aestivum* L.), with Canada being one of the largest producers holding a 10% share in the global wheat market (He et al., 2013; Jing et al., 2021). Most production occurs within Western Canada with Canadian Western Red Spring (CWRS) accounting for 60% of all wheat grown in the region (Kumar et al., 2019). However, global warming has led to fluctuations in soil moisture, with the frequency, duration, and severity of drought events rising globally from 2001 to 2020 (Dai, 2011; Chen et al., 2022). Climate models have predicted that Western Canada, one of the largest producers of wheat in the world, will experience an increase in the frequency and intensity of drought events posing a risk to productivity. Crops in Southern Alberta and Saskatchewan are often affected by drought, and historical trends reveal that low yields in bread wheat coincide with severe drought events (McCaig and DePauw, 1995). Similarly, projections indicate there is over an 80% chance that wheat production will fall below average under exceptional drought, especially in Canada and the United States (Leng and Hall, 2019). Clearly, there is an exceptionally high demand for drought-tolerant wheat varieties that can thrive in future climate scenarios. One mechanism that limits water loss is via cuticular wax accumulation on the leaf surface. Cuticular waxes can reduce non-stomatal water loss under drought settings and also assist in reflecting UV radiation, which can lower leaf transpiration and canopy temperature, without reducing stomatal conductance (Laila et al., 2017; Willick et al., 2018).

These properties are conferred by the hydrophobicity of the components that make up the cuticular waxes. Waxes are predominantly composed of aliphatic compounds, derived from very long-chain fatty acids (VLCFAs, more than 18 carbons long) synthesized at the endoplasmic reticulum surface by the fatty acid elongation complex (Yeats and Rose, 2013). In bread wheat, VLCFAs can undergo several modifications giving rise to homologous series of compounds through three biosynthetic pathways: the alkane-forming pathway (responsible for alkanes, secondary alcohols, and ketones), the alcohol-forming pathway (responsible for primary alcohols and wax esters), and the diketone-forming pathway (responsible for β-diketones, hydroxy-β-diketones, and 2-alkanols) (Tulloch and Hoffman, 1973; Hen-Avivi et al., 2016; Sun et al., 2023). Several genes involved in the biosynthesis of cuticular waxes in wheat have already been characterized. Decarbonylation of VLCFAs to odd-chain alkanes is carried out by the combined activity of CER1 and CER3, with two homologs characterized in wheat (*TaCER1–1A* and *TaCER1–6A*) (Li et al., 2019; He et al., 2022). Reduction to primary alcohols is catalyzed by the fatty acyl-CoA reductase (*FAR*), with five genes in wheat implicated in the biosynthesis of primary alcohols in the leaf (*TaFAR1* through *5*). Heterologous expression of *TaFAR*s in yeast has shown that these enzymes have preference for making alcohols of specific lengths (Wang et al., 2015a, 2016). More recently, it was discovered that diketone production is controlled by a biosynthetic gene cluster referred to as the *WAX1 (W1)* locus. The W1 gene cluster is present in the B and D subgenomes and composed of a thioesterase (*DMH*), a type-III polyketide synthase (*DKP*), and a cytochrome P450 oxidase (*DMC*); and the long non-coding RNA encoded by *INHIBITOR of WAX1* (*Iw1*) (Hen-Avivi et al., 2016; Huang et al., 2017; Sun et al., 2023).

Given the protective role of cuticular waxes against drought, the chemical composition can change to better meet function. This is particularly seen with the accumulation of β-diketones and alkanes. The abaxial surface of wheat leaves, flower heads and stems display a bluish-white phenotype referred to as glaucousness imparted by β-diketone deposition (Bi et al., 2017; Su et al., 2020). Under drought-stressed field conditions, glaucousness can reduce leaf temperatures by 0.7°C (Richards et al., 1986). Moreover, glaucous bread wheat near isogenic lines produce significantly more wax and yield than its non-glaucous counterparts when exposed to drought (Guo et al., 2016). Additionally, Australian and American bread wheat varieties have also been seen to respond to drought with alkane accumulation. Under field conditions with reduced irrigation in Texas, winter wheat produced significantly more alkanes in the flag leaf (Liu et al., 2017). Similarly, Australian bread wheat varieties displayed significant increases in flag leaf alkane content when drought was applied in glasshouse conditions (Bi et al., 2017). Notably, most studies have focused on the flag leaf, which is the last leaf to develop and is responsible for producing 45%–58% of the photosynthates required for the grain-filling stage (Liu et al., 2018). These studies indicate that both β-diketone and alkane accumulation can improve bread wheat drought tolerance.

Previous studies have been performed on bread wheat varieties outside Canada (Guo et al., 2016; Bi et al., 2017; Liu et al., 2017). Yet, little is known about the wax responses of Canadian bread wheat varieties, despite their large contribution to the global wheat market. To leverage this knowledge, we focused on a CWRS panel, comprised of 30 wheat varieties based on historic popularity among growers, and released from 1842 to 2018. The varieties differed on their year of release, as well as on the ecozone they were bred for: Eastern (Manitoba), Western (Saskatchewan), or Founder (not bred for a specific region). We initially surveyed the cuticular wax composition of the 30 CWRS wheat varieties under field conditions. Following this, the two oldest and two most modern lines from each ecozone were subjected to drought in a greenhouse setting. Gene expression was then analyzed in four modern varieties under control conditions. We hypothesized that Western lines would outperform Eastern lines under drought conditions, as they were bred for a more arid climate. Additionally, we predicted that older varieties might outperform modern lines under drought, as beneficial traits for drought tolerance may have been lost in the pursuit of breeding for higher yield. Our results show that cuticular wax composition has remained stable; however, significant differences were detected in the accumulation of β-diketones. In contrast to older varieties, most modern varieties were unable to accumulate high levels of β-diketones under drought conditions suggesting that breeding for higher β-diketone accumulation in newer varieties could improve drought tolerance.

## 2 Materials and methods

### 2.1 Field experiment

Thirty CWRS wheat varieties were grown in the field at the Llewellyn Farm, Agriculture and Agri-Food Canada (AAFC), Saskatoon, Saskatchewan, from May to August 2021 (**Supplementary Table 1**) with five replicate plots per variety (n = 150 plots). To lessen the impact of seed age on germination, seeds from all 30 varieties were collected from field-grown plants the year before. The plots were seeded on 21 May 2021 at 263 seeds/m^2^, with five 4.26-m-long rows spaced 0.18 m apart, for a total seeded area of 3.79 m^2^. After plot trimming, the harvested area was 2.98 m^2^. Each plot was separated along its length by a row of fall rye, with buffer plots along the field’s border to account for border effects. The plots were rainfed, with 139.5 mm of rain falling during the growing season (Government of Canada, 2023). On 8 July, two fully expanded flag leaves were collected from the middle of each plot in 15-ml falcon tubes and placed in a dry ice container. The tubes were then shipped on dry ice to the University of Toronto Scarborough for cuticular wax analysis. Following the end of the growing season in August, grain was harvested and yield was expressed as the total weight of grain for each variety from each plot. The experiment was repeated the following year (2022) to collect plot yields. The presence of drought at the field site in 2021 and 2022 was tracked using the Canadian Drought Monitor, which provides a consolidated drought rating based on a five-category system (**Supplementary Figure 1**) (Government of Canada, 2023).

### 2.2 Greenhouse experiments

The two oldest and two most modern varieties from each ecozone were selected for a greenhouse drought experiment at the University of Toronto Scarborough (**Supplementary Table 1**). A 1:1 mixture of Promix HPCC Mycorrhizae and Promix PGX soil (PlantProducts, Ancaster, Ontario, Canada) was used to fill 3.8-L pots. Two seeds were planted in each pot, and four pots were grown for each variety. Plants were grown on a 14-h day cycle, with natural light supplemented with high-pressure sodium lights when natural light fell below 30,000 lx from 8:00 a.m. to 10:00 p.m. The drought treatment started 30 days after germination. Half of the pots were assigned to the drought treatment and received half the volume of water than plants in the control treatment. The quantity of water was adjusted as the plants grew to maintain a relatively constant water content in the soil throughout the experiment (**Supplementary Figure 2A**). Soil relative water content (RWC) was monitored twice a week for two random pots from each experimental condition using the gravimetric method (**Supplementary Figure 2B**) (Willick et al., 2018). Plant performance was measured in terms of tiller count, days to heading, final plant height, number of heads per plant, and head length at the end of each experiment. After 4 weeks of drought treatment, when plants were at the flowering stage, one flag leaf was collected from each pot for cuticular wax analysis. One representative plant from each experimental condition was photographed prior to flag leaf collection.

### 2.3 Cuticular wax extraction and analysis

Cuticular waxes were collected by submerging flag leaves in chloroform for 45 s. Tetracosane was added as the internal standard, with the quantity varying from 30 to 50 μg depending on the experiment. Following extraction, the wax extract was derivatized using N,O-bis(trimethylsilyl)trifluoroacetamide (BSTFA) and pyridine at 75°C for 60 min. Wax samples from the greenhouse drought experiment were analyzed using an Agilent 5977A Series GC/MSD System fitted with a 30-m × 0.25-mm × 0.25-μm HP-5 column. Samples were initially injected at 200°C and held for 1 min. The temperature was then increased to 320°C at a rate of 3°C/min and held at 320°C for 10 min. For all other samples, this method was translated to an Agilent 6890N GC/FID System fitted with a 30-m × 0.32-mm × 1-μm HP-1 column. For GC-MS analysis, peak areas were normalized to the specific amount of internal standard added to the sample and quantified using an external standard curve of pentadecanol for alcohols and an alkane mixture standard curve for all other compound classes. For GC-FID analyses, the internal standard was used for peak area normalization. Flag leaves were photographed following all wax extractions, and individual leaf area was determined using ImageJ (Wang et al., 2015b; Schneider et al., 2012). Compounds were grouped by compound class for statistical analysis. The total wax content was defined as the combined total of all compound classes, including all unidentified peaks.

### 2.4 Transcriptome analysis

To determine differences in gene expression across varieties, RNA was extracted from the flag leaf of AAC Tradition, AAC Concord, AAC Magnet, and AAC Starbuck plants grown under control conditions. Flag leaf samples were collected from three replicates from each variety for a total of 12 samples and immediately frozen in liquid nitrogen. Samples were shipped on dry ice to AAFC-Saskatoon, in Saskatchewan, Canada. RNA was extracted from 0.1 g of each sample using a Qiagen RNeasy Mini Kit and checked for quality using a Thermo Scientific NanoDrop™ One/OneC Microvolume UV-Vis Spectrophotometer before making libraries with the TruSeq UD V1.5 Kit. Samples were loaded on the Illumina NovaSeq 6000 platform for pair-end sequencing with 150 cycles at the Omics and Precision Agriculture Laboratory, Saskatoon, Canada. Reads were pre-processed by trimming the adaptor sequences, filtering low-quality reads, and eliminating short reads using Trimmomatic, with the argument ILLUMINACLIP: TruSeq3-SE:2:30:10 SLIDINGWINDOW:5:20 MINLEN:75 (Bolger et al., 2014). Due to the complexity of wheat genomes with multiple close homologs and homoeologs, Salmon, a quasi-mapping tool, was used to align the cleaned reads to the IWGSC RefSeq v2.1 complete reference genome database (Patro et al., 2017; Zhu et al., 2021). To find differences between varieties, a principal component analysis (PCA) was performed by the plotPCA function from DESeq2 (Love et al., 2014). To identify differentially expressed genes (DEGs), DESeq2 was used to perform pairwise comparisons between varieties (DEGs defined as log2 fold change >1 or <−1, adjusted p-value < 0.05). Next, to find expression markers, a targeted gene approach that focused on genes previously implicated in the three wax biosynthetic pathways in wheat was taken (**Supplementary Table 2**).

### 2.5 Statistical analysis

For the cuticular wax analysis, normality was assumed according to the central limit theorem for sample sizes larger than 30 (Kwak & Kim, 2017). The equal variance assumption was met if it passed either the Bartlett or Levene tests for homogeneity of variances; in the cases where it did not, data were log transformed and re-tested. The field experiment was analyzed as a two-way ANOVA with ecozone and year as categorical independent variables, with varieties released after 2000 being considered modern. Similarly, the greenhouse experiment was analyzed as a three-way ANOVA adding drought treatment as the third variable. The morphological data were analyzed following the same procedure, except for plant height that required non-parametric Kruskal–Wallis tests. For the expression analysis, a one-way ANOVA, alongside a Tukey HSD test, was applied on the transcripts per million (TPM) values of the wax genes and wax component quantities to determine differences based on variety. Statistical analysis was performed on MVApp and R-studio using the rstatix and dplyr packages (Julkowska et al., 2019; Kassambara, 2023; RStudio Team, 2020; Wickham et al., 2023).

## 3 Results

### 3.1 Yield in a historical collection of wheat germplasm is impacted by environmental conditions

Drought events have been shown to coincide with reduction in wheat yield; hence, it is important to identify germplasm that maintains relatively stable yields despite challenging environmental conditions (McCaig and DePauw, 1995). As a first step toward this goal, the yield of a historical collection of CWRS wheat varieties was compared over 2 years. These varieties had been bred for two different Canadian ecozones, with the Eastern ecozone being more moist than the Western (Grant et al., 2012; He et al., 2018). Although varieties were selected at two sites, Western and Eastern varieties have been developed by repeated crossing with a few common lines like Neepawa, Thatcher, and Columbus (**Supplementary Table 1**). Hence, they might still share some pedigree even when bred for different conditions. Nevertheless, we anticipated better yields for the modern varieties given the gains obtained through breeding, particularly for the local Western varieties when grown at Saskatchewan. Comparisons over two growth seasons showed a twofold difference in yield, with varieties in 2021 producing 538.77 ± 7.21 g, compared to 1145.85 ± 10.83 g in yield in 2022 (**Figure 1**). Interestingly, the lower yield in 2021 coincided with drier conditions at the field site implying the impact of drought stress on wheat yield (**Supplementary Figure 1**) (Government of Canada, 2023). Furthermore, varieties from both ecozones were negatively affected (**Figure 1A**). Yet under near optimal growth conditions in 2022, the increase in yield in more modern varieties was evident for the local Western varieties (**Figure 1B**). These observations suggest that, although breeding has been successful in improving productivity, crop resilience is not necessarily present in modern varieties.

**Figure 1:**
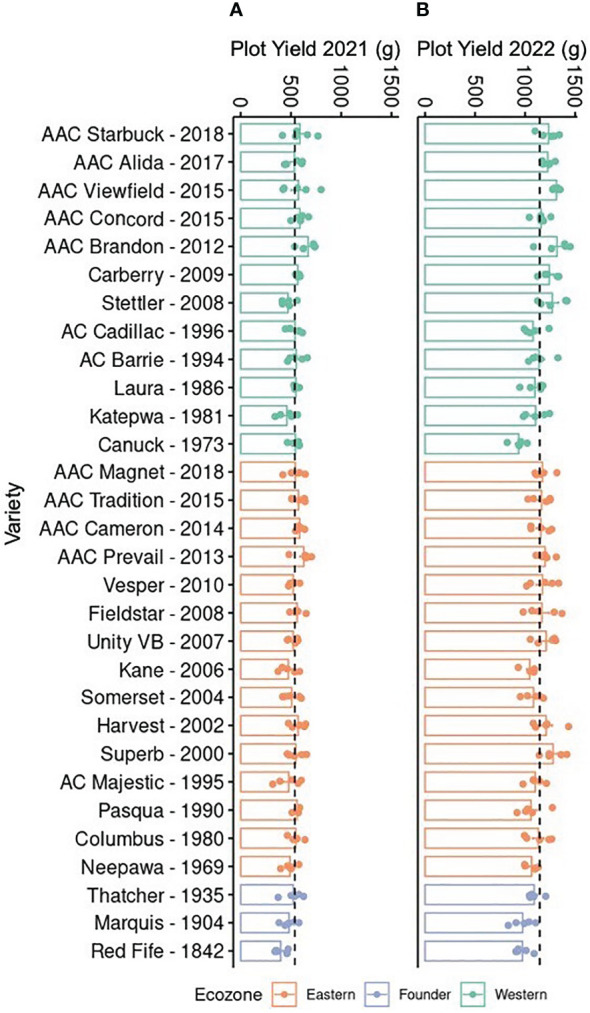
Yield of 30 Canadian Western Red Spring wheat varieties. Plants were grown in Saskatoon, Saskatchewan, from May to August in **(A)** 2021 and **(B)** 2022. Bars show the mean and standard error (n = 5, shown as individual points); dotted lines indicate the mean across all samples. Varieties are arranged in reverse chronological order by ecozone. The yield was measured in grams for each plot.

### 3.2 Variation in cuticular waxes seen in quantity not quality

Since cuticular wax composition has not actively been selected for breeding programs in Canada, we hypothesized that chemical diversity in the wax components might have been lost over the years. To investigate this, we profiled the cuticular waxes of flag leaves grown during the 2021 season. Several wax compound classes corresponding to the three biosynthetic pathways in wheat were identified: odd-chain alkanes (C23–C33), primary alcohols (C24–C30), fatty acids (C14–C26), and a C31 β-diketone (**Figure 2**). The predominant compound class for most varieties was primary alcohols (accounting for 25.1%–78.3% of the total wax load), particularly octacosanol (19.7%–64.0% contribution), followed by odd-chain alkanes (6.2%–39.0% contribution), β-diketones (2.1%–41.8% contribution), and fatty acids (0.4%–2.2% contribution). When comparing all 30 varieties, the compounds identified were the same, with some differences in the contribution of each class, as seen when comparing AAC Starbuck (the most modern Western variety), Canuck (the oldest Western variety), and Red Fife (Canada’s oldest founder variety) (**Figures 2A–C**). Moreover, no significant differences were observed for any of the compound classes between ecozones (**Table 1**; **Supplementary Figure 3**). Additionally, even the Founder varieties show similar variation and composition to the Canadian bred varieties. However, the quantity of each wax compound class differed significantly when varieties were compared based on the year of release (**Table 1**). This indicates that, although there is limited chemical diversity in wax composition in the CWRS collection, the quantity and contribution of each compound class has changed over the years.

**Figure 2:**
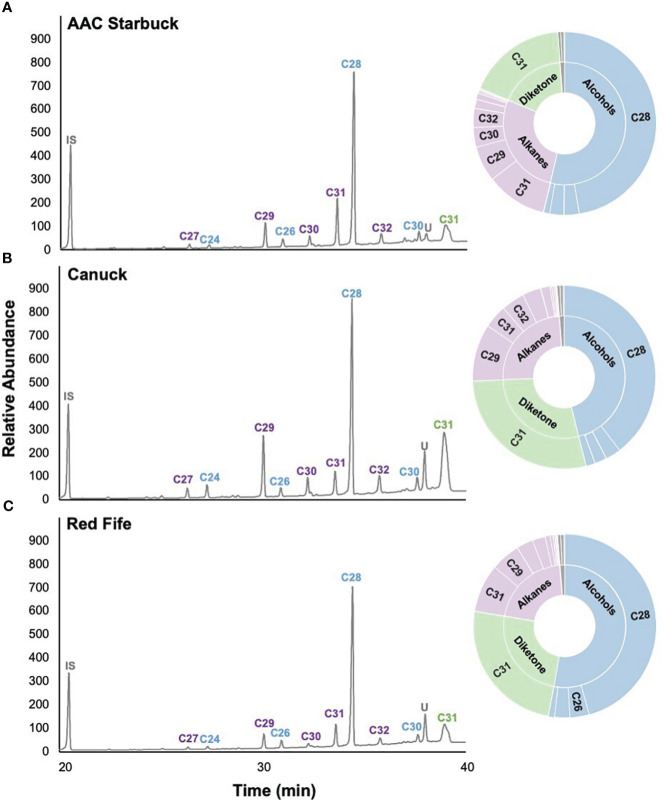
Representative cuticular wax profiles of flag leaves of wheat varieties from different years of release. GC-FID chromatograms of **(A)** AAC Starbuck, **(B)** Canuck, and **(C)** Red Fife. The percentage composition is shown on the sunburst plot. Each compound class is identified with a different color (blue: primary alcohols, purple: alkanes, green: β-diketones, gray: unknown) with the number corresponding to the number of carbons in the molecule. The most predominant compounds are labeled on the chromatograms with the color of the label corresponding to the compound class. IS, internal standard; U, unknown.

**Table 1:** Statistical analysis for the wax analyses from the field.

Variable	DF	β-diketone	Odd-chained alkanes	Primary alcohols	Fatty acids	Total wax
Ecozone	1	4.013 (0.047)	0.065 (0.799)	0.641 (0.425)	0.400 (0.528)	0.064 (0.801)
Year of release	1	18.220 (3.76e−05**)	7.233 (0.008*)	0.477 (0.491)	8.488 (0.004*)	8.640 (0.004*)
Ecozone × year of release	1	0.266 (0.607)	0.528 (0.469)	0.001 (0.980)	0.169 (0.682)	0.417 (0.520)

Degrees of freedom (DF), F-values, and p-values (in brackets) are shown for a two-way ANOVA using ecozone and year of release for the field experiment. Significance (*p-value < 0.01, **p-value < 0.001) is indicated next to each significant p-value.

To investigate if the differences in quantity are due to one or all compounds changing in accumulation, the total quantity of each compound class was plotted (**Figure 3**). Unlike primary alcohols, a large variation was found in the accumulation of β-diketones, with older varieties producing, on average, significantly higher levels (**Figure 3A**). Older varieties also accumulated more wax, on average, than modern varieties indicating that modern varieties have reduced β-diketones and total wax compared to older germplasm (**Figure 3E**). This overall trend was observed in varieties from both ecozones. Overall, a twofold difference was seen between the variety accumulating the most wax per surface area (Somerset, Eastern variety released in 2004) and the least wax (AAC Magnet, Eastern variety released in 2018) (**Figure 3E**). While modern varieties tend to have lower levels of β-diketones, they have significantly higher levels of odd-chained alkanes (**Figure 3B**). Modern lines, such as AAC Viewfield from the Western ecozone and AAC Magnet from the Eastern ecozone, had a notably higher alkane content compared to older lines. To test if any of the wax classes has an effect on yield, a correlation analysis was performed between yield and each compound class, but no clear associations were found. It is worth noting that during the 2021 field season, no major differences were observed in yield in the historic collection. Therefore, the lack of association might be a result of the reduced variability in yield in 2021. Altogether, these results indicate that during the breeding history of CWRS wheat, cuticular wax composition has remained fairly constant, except for significant differences in the accumulation of two compound classes. Older varieties accumulated more β-diketones and wax overall, whereas modern varieties accumulated more odd-chained alkanes.

**Figure 3:**
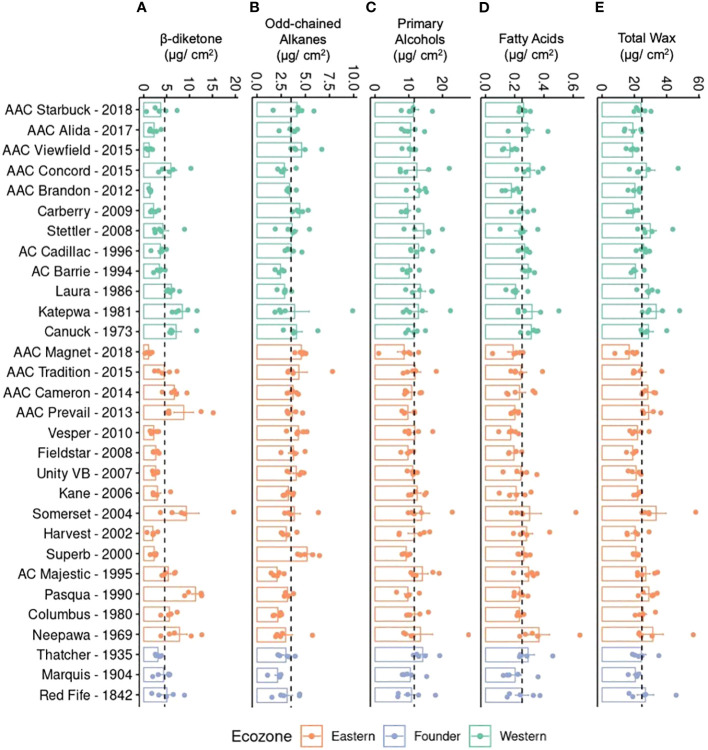
Cuticular wax composition of flag leaves in a field setting. Bar plots showing averages and standard errors (n = 5, shown as individual points) for **(A)** β-diketones, **(B)** odd-chained alkanes, **(C)** primary alcohols, **(D)** fatty acids, and **(E)** total wax for 30 CWRS wheat varieties grown in 2021 in Saskatoon, Saskatchewan. Dotted lines indicate the mean across all samples for that particular trait. Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and flame ionization detection. Varieties are arranged in reverse chronological order by ecozone (light green: Western, orange: Eastern, periwinkle: Founder).

### 3.3 Drought treatment impacts wheat growth and cuticular wax load

The field observations indicated that the historic collection has variation in the quantity of β-diketones, odd-chained alkanes, and total wax load. Additionally, the 2021 growing season was drier, which negatively affected the yield of all varieties. This prompted the question on how CWRS wheat varieties respond to drought stress. To address this, a drought experiment was performed with eight varieties representing the two oldest and two most modern varieties at each ecozone: Neepawa, Columbus, AAC Tradition, AAC Magnet from the Eastern ecozone; and Katepwa, Canuck, AAC Starbuck, and AAC Concord from the Western ecozone. Plants were allowed to grow under control conditions for 30 days, after which half of the pots received 50% of the water given to controls. Soil RWC measurements confirmed that plants assigned to the drought treatment had lower water content (**Supplementary Figure 2B**). After a month under these conditions, the negative effects of drought were seen across several traits. Drought-treated plants had visibly less aboveground biomass than control-treated plants (**Supplementary Figure 4**), and they formed significantly fewer tillers and heads than well-watered plants (**Supplementary Figures 5A–E**), which will affect their yield. Yet, the water regime used here did not significantly affect time to flowering, plant height, or head length. Even though Western varieties have been bred to withstand a more arid climate than Eastern varieties, similar responses to drought were observed. The results indicate that in terms of growth, older varieties produced a higher number of heads but shorter in length than modern varieties (**Supplementary Figures 5D, E**). It is worth noting that modern breeding efforts have predominantly focused on obtaining higher yield and pathogen resistance; hence, we expected modern varieties would be more sensitive to drought.

The formation of tillers and heads was negatively affected by drought in most varieties, apart from AAC Concord and Neepawa. Hence, similar responses were also expected in terms of their cuticular waxes (**Figures 4A–E**). Surprisingly, the wax response to drought was different across varieties. Whereas AAC Tradition and AAC Starbuck responded to the treatment by increasing their total wax load, AAC Concord, Katepwa, and Columbus showed the opposite response (**Figure 4E**; **Supplementary Figure 6E**). Despite the variable changes in wax load, a consistent increase in β-diketone accumulation with drought was observed across varieties, while the magnitude of the increase varied from 19.3% in AAC Starbuck to 74.9% in Columbus (**Figure 4A**; **Supplementary Figure 6A**). Even though the β-diketone content increased in drought-treated samples, visible differences in glaucousness were not observed on the abaxial surface of the flag leaf, except for Katepwa (**Supplementary Figure 7**). Interestingly, in the varieties that showed a reduction in total wax load with the treatment, the reduction in primary alcohols was responsible for the observed decrease in total wax (**Figure 4C**).

**Figure 4:**
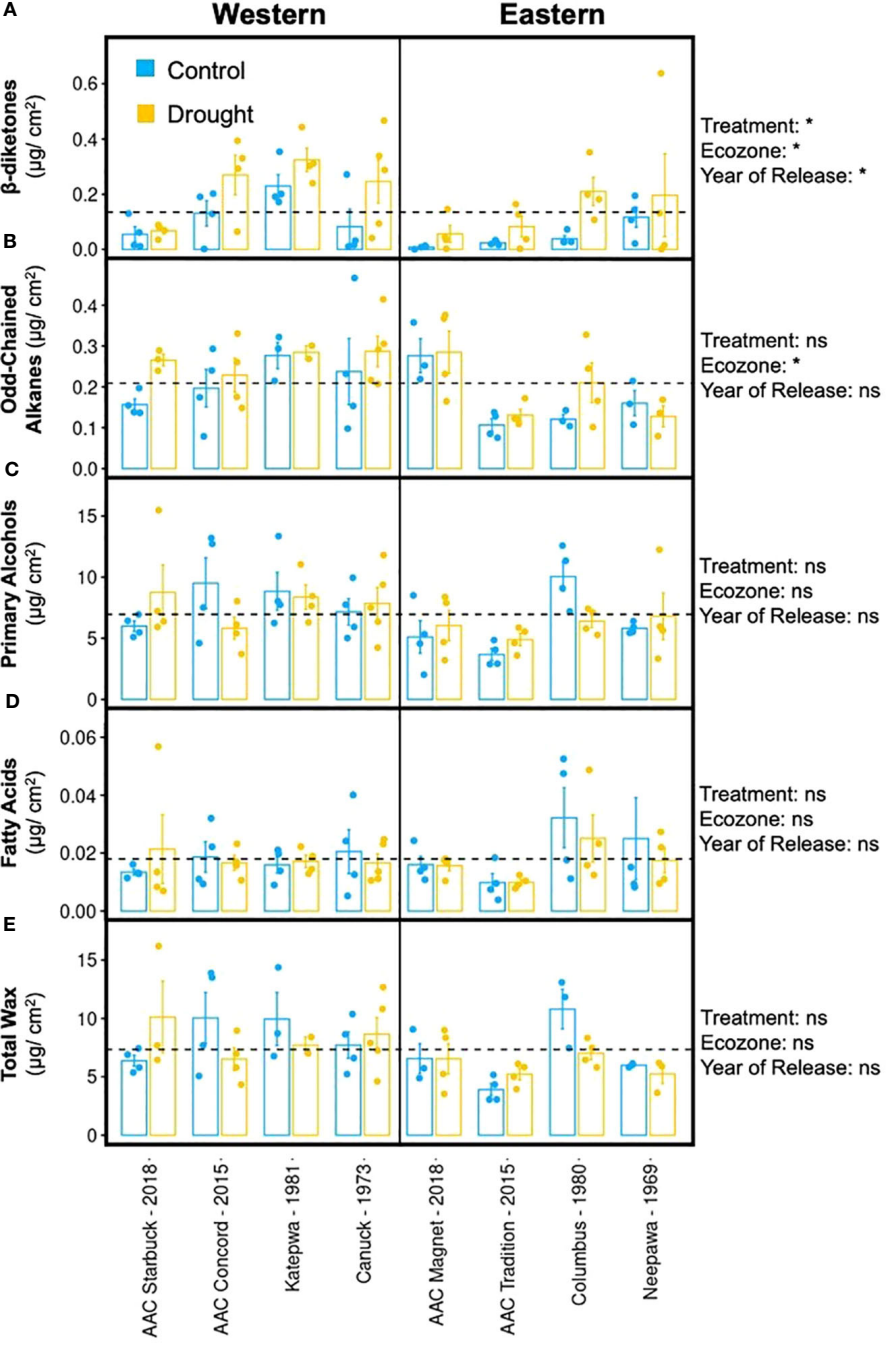
Flag leaf cuticular wax composition upon drought treatment. Averages and standard error (n = 4, shown as individual points) and results of a multivariate regression using treatment, ecozone, and year of release (modern versus old) as variables (ns, p-value > 0.01, *p-value < 0.01) are shown for a **(A)** β-diketone, **(B)** odd-chained alkanes, **(C)** primary alcohols, **(D)** fatty acids, and **(E)** total wax for eight CWRS varieties grown in a greenhouse. Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and mass spectrometry. Light blue: control conditions, yellow: drought treated. Dotted lines indicate the mean across all samples for that particular trait.

When comparing varieties from both ecozones, Western varieties had, on average, significantly higher β-diketone, alkane, and overall wax content compared to Eastern varieties (**Supplementary Figure 8A**). This aligns with the hypothesis that Western varieties are better suited to withstand drought conditions given that they have been selected in a more arid climate. Older varieties also accumulated significantly more β-diketones than modern varieties suggesting that older varieties might possess higher stress tolerance relative to newer varieties (**Supplementary Figure 9A**). AAC Magnet showed minimal differences in wax content between control and drought-treated conditions for all compound classes. Unlike AAC Concord and AAC Magnet, both AAC Tradition and AAC Starbuck shared similar wax responses to drought and produced higher wax content for all compound classes. The results indicate that, in terms of cuticular wax composition and load, older varieties show higher induction of β-diketone accumulation upon drought conditions, a trait that will become important under future climate scenarios.

### 3.4 Gene expression analysis supports differences between modern varieties

The data presented above show that, although wheat varieties have similar cuticular wax composition, they respond differently to drought stress. 

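AAC Starbuck, AAC Concord, AAC Magnet and AAC Tradition are spring bread wheats of the modern part of the panel. AAC Starbuck and AAC Concord were bred for the Western ecozone, and AAC Magnet and AAC Tradition for the Eastern ecozone. AAC Concord and AAC Tradition were released in 2015, the other pair in 2018. Flag leaf RNA from 3 replicates of each variety gave 12 libraries. The paper places these plants in a greenhouse, whereas the sample labels name plots in a field. The variety and replicate of each library are the same in both, and the expression values cannot settle where the plants grew. The authors trimmed the reads with Trimmomatic, counted them with Salmon against the RefSeq 2.1 reference and used DESeq2 for principal components and differentially expressed genes. The deposited table gives normalized counts for 107411 genes under RefSeq 1.1 identifiers, of which 74182 were above 0 in at least 1 library. Positions along a chromosome are therefore the order of the identifiers, without coordinates. The values of a library sum to 5077330 to 5902642. The step between low values, taken as 1 read, placed the depth at 4892700 to 6902409 reads in AAC Starbuck, 5912968 to 7095067 in AAC Concord, 4484517 to 5836573 in AAC Magnet and 4612095 to 5694756 in AAC Tradition. A value of 0 allows up to 3 reads, or 2.40 to 3.72 normalized counts depending on the library, and this limit covers counting error only. Differences were tested with limma on log2(normalized count + 1) in 44043 genes. These were the 44026 genes with a value of at least 10 in at least 3 libraries, and 17 detected wax genes below that level. A gene was called differentially expressed (DEG) at an adjusted p under 0.05 and a log2 fold change above 1 or below -1, the limits the paper sets.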

To assess if the differences are also seen at the gene expression level, the transcriptome of the flag leaf of four modern varieties grown under control conditions was investigated. A principal component analysis (PCA) segregated the samples by variety indicating that there are overall distinct patterns of gene expression (**Figure 5**). 

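The flag leaf transcriptome differed between the varieties more than between replicates. Each of the 12 libraries had both of its nearest libraries in its own variety. Of the squared distance between libraries, a share of 0.907 over the 500 most variable genes, and of 0.689 over all genes that pass the filter, lay between varieties (exact permutation test over all partitions into 4 groups of 3, p = 6.5e-05, the smallest they can give). The first principal component held 43.5% of the variance of the same 500 genes, the second 26.4% and the third 20.9%. Expression differed across the varieties for 9746 genes at an adjusted p under 0.05 (limma F test). AAC Concord differed from AAC Magnet in 4076 DEGs, with 1919 higher and 2157 lower in AAC Concord. AAC Starbuck differed from AAC Concord in 3963 DEGs, with 2442 higher and 1521 lower in AAC Starbuck. Between AAC Starbuck and AAC Magnet there were 2694 DEGs, between AAC Concord and AAC Tradition 3103, and between AAC Magnet and AAC Tradition 2734. AAC Starbuck and AAC Tradition differed in 2188 DEGs, 1082 higher and 1106 lower in AAC Starbuck. The higher genes were 1219 in AAC Concord against AAC Magnet without AAC Concord replicate 2, and 671 in AAC Starbuck against AAC Tradition without AAC Starbuck replicate 2. The balance of AAC Starbuck and AAC Tradition became 1392 higher and 935 lower with each library scaled to the same total, and 313 higher and 537 lower among genes with a mean of at least 50. The same total gave 1637 higher and 2643 lower in AAC Concord against AAC Magnet, and 2885 and 1240 in AAC Starbuck against AAC Concord. AAC Magnet against AAC Tradition turned from 1230 higher and 1504 lower to 1516 and 1285. With the same total, the balance of AAC Starbuck against AAC Magnet and of AAC Concord against AAC Tradition changed little.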

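The DEGs of a variety were not spread evenly along the chromosomes. Each variety was set against the mean of the other 3, and the share of DEGs was taken in windows of 50 tested genes that follow each other on a chromosome. Windows above the highest share in 1000 random reassignments joined into 11 segments in AAC Starbuck, 19 in AAC Concord, 15 in AAC Magnet and 11 in AAC Tradition. A variety that stands apart also moves the mean the others are set against, so segments of different varieties are not separate findings. In AAC Concord, 78% of the genes from TraesCS3D02G513000 to TraesCS3D02G527900 were DEGs, and 84 of the 91 DEGs of that segment of chromosome 3D were lower in AAC Concord. In AAC Starbuck the densest window, at 66%, ran from TraesCS2B02G027000 to TraesCS2B02G045300, within a segment of 36 higher and 23 lower DEGs on chromosome 2B. The same window held 68% in AAC Concord, where 44 of the 59 DEGs of the segment were lower, and 58% in AAC Magnet. In AAC Tradition the window from TraesCS2B02G030000 to TraesCS2B02G045400 held 56%, so this region is not particular to AAC Starbuck. In AAC Magnet it ran from TraesCS4A02G474800 to TraesCS4A02G495000 at 62%, and 29 of the 38 DEGs of the segment were lower. In AAC Tradition it ran from TraesCS1B02G022100 to TraesCS1B02G043900 at 66%, and 43 of the 65 DEGs of the segment were lower. Among genes with a mean of at least 50, 12 segments were found in place of 56.

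**Figure D1:**
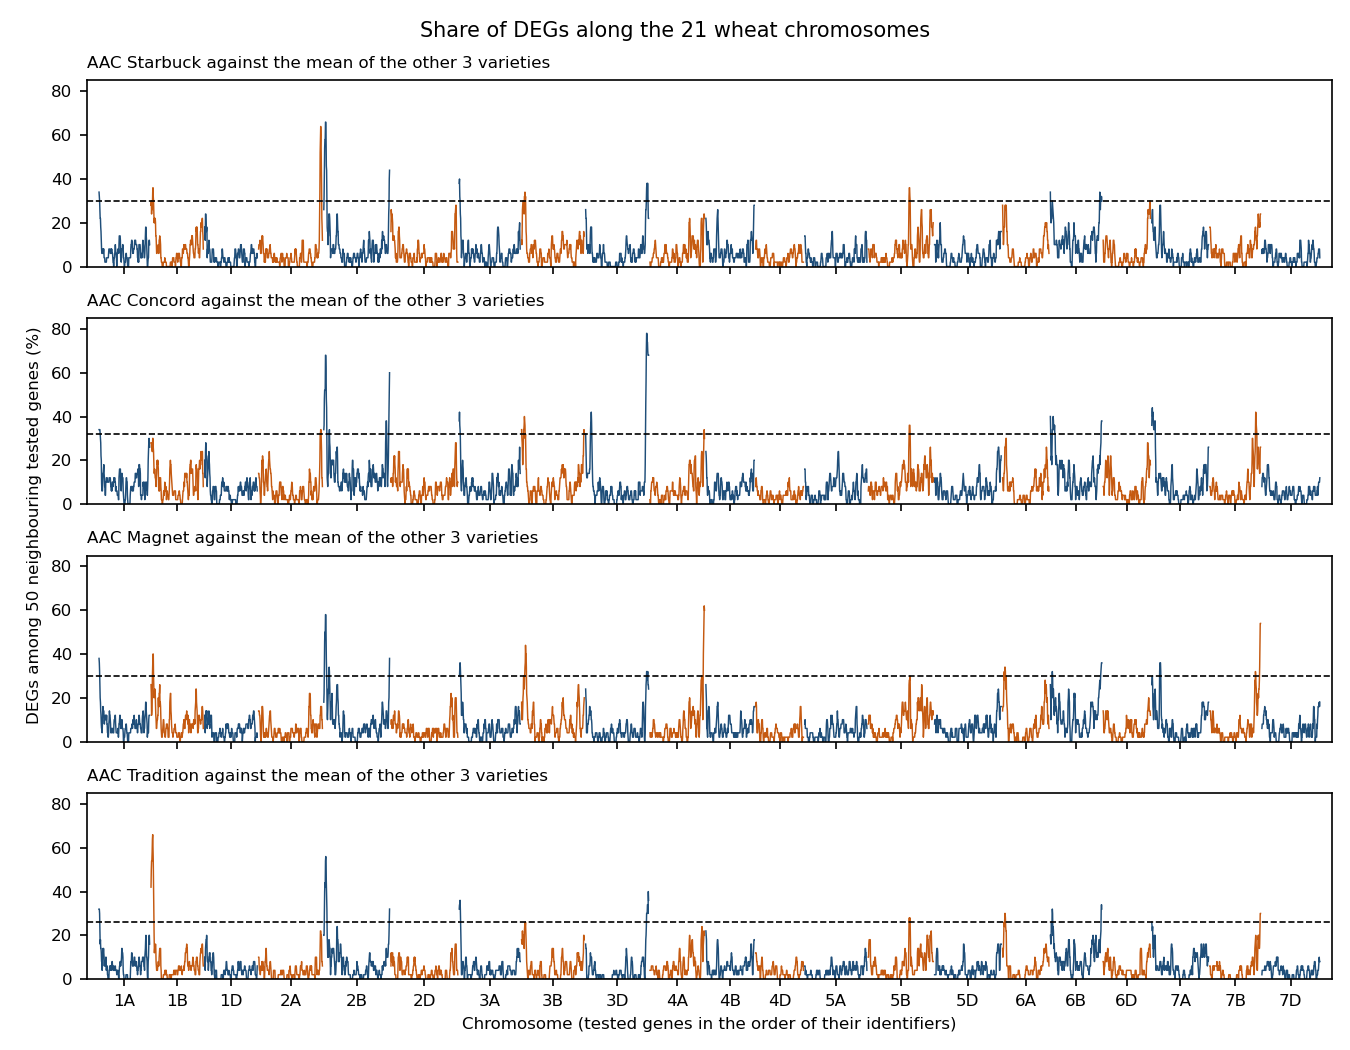
Share of DEGs (%) in windows of 50 neighbouring tested genes along the 21 chromosomes, for each variety against the mean of the other 3. Each point is the highest share among 10 consecutive windows, and the dashed line is the highest share in 1000 random reassignments (30% in AAC Starbuck, 32% in AAC Concord, 30% in AAC Magnet, 26% in AAC Tradition).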

To incorporate cuticular wax traits in future breeding programs, it would be helpful to identify expression markers to accelerate the selection of individuals that have desirable wax traits. We used a targeted gene approach focusing on genes previously implicated in the three wax biosynthetic pathways in wheat (**Supplementary Table 3**). Using the reported sequences from the wheat accession Zavitan (Hen-Avivi et al., 2016) as queries for BLASTP searches on EnsemblPlants, we were able to identify several isoforms for the previously characterized genes (**Supplementary Table 3**). VLCFAs are reduced into primary alcohols by FAR. Across all varieties screened, C28 primary alcohol was the dominant wax component, with lower quantities of C24, C26, and C30 alcohols (**Figure 2**). Three homologs of *TaFAR4*, one from each sub genome, were found to be expressed in all cultivars. This was followed by lower expression levels for one *TaFAR2*, while one *TaFAR5* was exclusively expressed in AAC Magnet and AAC Tradition. 

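FAR enzymes make the primary alcohols, and the TaFAR4 genes were the FAR genes with the highest levels in these leaves. TraesCS4D02G356300, TraesCS4B02G363100 and TraesCS5A02G531300 were above 0 in all 12 libraries. TraesCS4D02G356300 ranged from 61.8 ± 12.1 normalized counts (SD, n = 3) in AAC Starbuck to 104 ± 3.84 in AAC Concord. TraesCS4B02G363100 ranged from 28.9 ± 3.31 in AAC Starbuck to 66.4 ± 6.90 in AAC Concord, and TraesCS5A02G531300 from 34.7 ± 7.18 in AAC Concord to 49.6 ± 17.4 in AAC Tradition. Another TaFAR4 gene, TraesCS5B02G238300, was at 0 in every library. In AAC Tradition, replicate 3 had the lowest value of each, 19.9 for TraesCS4B02G363100, 43.1 for TraesCS4D02G356300 and 32.1 for TraesCS5A02G531300. In the exact permutation test across the varieties, p was 0.043 for TraesCS4B02G363100, 0.042 for TraesCS4D02G356300 and 0.55 for TraesCS5A02G531300. Adjusted over the 28 wax genes tested, these were 0.15, 0.15 and 0.67, above the threshold. Limma's F test, with an adjusted p of 0.040 over the same 28 genes and 0.047 over all genes tested, called TraesCS4B02G363100 (0.057 and 0.065 for TraesCS4D02G356300). TraesCS4B02G363100 had a log2 fold change of -1.18 in AAC Starbuck against AAC Concord (standard error 0.32, adjusted p = 0.033 over all genes tested), so its call depends on the test.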

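TaFAR2 and TaFAR5 were close to the detection limit. The TaFAR2 gene TraesCS4A02G388600 was above 0 in 11 of 12 libraries, at 7.70 ± 3.26 normalized counts (SD, n = 3) in AAC Concord, 3.95 ± 1.83 in AAC Tradition, 2.55 ± 2.31 in AAC Magnet and 1.16 ± 0.403 in AAC Starbuck (exact permutation test, p = 0.069, adjusted p = 0.18). Limma's F test gave it an adjusted p of 0.086 over all genes tested, and the single pair of AAC Starbuck and AAC Concord passed the threshold (log2 fold change -1.94, standard error 0.56, adjusted p = 0.044 from limma). The other TaFAR2 genes, TraesCS7A02G089400 and TraesCS7D02G084700, and the TaFAR1 gene TraesCS4A02G304400 were at 0 in every library. The TaFAR5 gene TraesCS4B02G006800 was above 0 in 3 of 3 libraries of AAC Magnet, at 6.61 ± 1.11, and in 2 of 3 libraries of AAC Tradition, at 2.23 ± 1.97. It was at 0 in AAC Starbuck and AAC Concord. The difference across varieties had an exact permutation p of 0.0046, which was 0.064 adjusted over the 28 wax genes, and limma's F test gave an adjusted p of 0.0018 over the same genes. The log2 fold change to AAC Magnet was -2.92 in both AAC Starbuck and AAC Concord (standard error 0.45, limma's adjusted p = 0.0025 and 0.0016 over all genes tested), and AAC Magnet had 1.51 against AAC Tradition (adjusted p = 0.069). The libraries of AAC Tradition held 3, 3 and 0 reads of this gene, 6 in total, against 0 in every library of AAC Starbuck and AAC Concord. Over all genes tested, limma gave AAC Tradition an adjusted p of 0.096 against AAC Starbuck and 0.080 against AAC Concord (0.060 and 0.030 over the FAR genes). The comparison with AAC Concord passed the threshold over the FAR genes alone, and that with AAC Starbuck did not pass. AAC Starbuck and AAC Concord were both at 0, so the unadjusted result was the same and only the adjustment over other genes differed. With so few reads, the call in AAC Tradition depends on that adjustment and does not set AAC Concord apart from AAC Starbuck. The other TaFAR5 gene, TraesCS4D02G008300, had 3 reads in AAC Magnet, 1 in AAC Tradition and none in the other varieties.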

The biosynthesis of β-diketones and related compounds is controlled by the *W1* locus. A cluster on chromosome 2B and a smaller on 2D were found in IWGSC RefSeq v1.1. with a total of eight *DKP*s, four *DMHs*, and seven P450s [The International Wheat Genome Sequencing Consortium (IWGSC) et al., 2018] (**Figure 6**). 

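The DKP genes encode the polyketide synthases of the β-diketone pathway. Of the 21 listed genes of the W1 clusters, 16 were above 0 in at least 1 library, 12 of 14 on chromosome 2B and 4 of 7 on chromosome 2D. Among the 8 DKP genes, TraesCS2B02G006000 and TraesCS2D02G016200 were at 0 in every library. The 12-library mean of the others was 1.08 normalized counts for TraesCS2B02G007000 (0 to 4.96, above 0 in 7 libraries), 14.0 for TraesCS2D02G015700, 39.1 for TraesCS2B02G006300, 104 for TraesCS2B02G006700, 111 for TraesCS2B02G006800 and 134 for TraesCS2D02G016100 (19.9 to 233). The order was not the same in each variety. In the 3 AAC Starbuck libraries, TraesCS2B02G006700 and TraesCS2B02G006800 were both above TraesCS2D02G016100, which was the highest of the DKP genes in the other 9 libraries. At its level, TraesCS2B02G007000 was below the value of 3 reads on average.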

Large variation in expression levels was observed across *DKP*-encoding genes from low expression in *TraesCS2B02G007000* to high levels in *TraesCS2D02G016100*. Additionally, some genes were differentially expressed between accessions, like *TraesCS2B02G006800* (**Supplementary Table 3**). 

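TraesCS2B02G006800 is a DKP gene of the cluster on chromosome 2B. It averaged 276 ± 63.6 normalized counts (SD, n = 3) in AAC Starbuck, 139 ± 111 in AAC Tradition, 26.2 ± 20.8 in AAC Concord and 3.58 ± 6.21 in AAC Magnet. In AAC Magnet, replicate 2 alone was above 0. In AAC Tradition, replicates 1 and 2 had 207 and 200, and replicate 3 had 11.1. The exact permutation test across the varieties gave p = 0.011, or 0.10 adjusted over the 28 wax genes, and limma's F test gave an adjusted p of 0.0101 over all genes tested. Without the log transformation the exact test gave an adjusted p of 0.032. Of the 28 wax genes tested, 8 had an exact p under 0.05 before adjustment. After it, TraesCS6B02G255100, a TaCER1-6 gene, was the 1 that remained under 0.05 (adjusted p = 0.022).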

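Genes of the W1 clusters were compared between the 6 libraries of AAC Starbuck and AAC Tradition and the 6 of AAC Concord and AAC Magnet. The paper describes higher expression in the first pair from these same values, so the p-values of this comparison do not test that pattern in new data. Of 16 genes tested with limma, 7 were higher in AAC Starbuck and AAC Tradition and 0 were lower at an adjusted p under 0.05, adjusted over the list alone, and 2 were higher when adjusted over all genes tested. The 2 were DKP genes. TraesCS2B02G006800 had a log2 fold change of 4.44 (standard error 0.87, adjusted p = 0.0077) and TraesCS2B02G006700 of 3.74 (standard error 0.95, adjusted p = 0.030), both over all genes tested. The DKP genes TraesCS2B02G006300 and TraesCS2D02G015700 followed with 2.72 and 2.59, and adjusted p of 0.030 and 0.026 over the list. TraesCS2B02G006400, which encodes none of the 3 enzyme classes, had 1.23. The DMH gene TraesCS2B02G006100 and the P450 gene TraesCS2B02G005900 were at 0 in every library of AAC Concord and AAC Magnet, and averaged 13.1 ± 12.2 and 3.75 ± 3.30 normalized counts (SD, n = 3) in AAC Starbuck. In AAC Tradition they averaged 8.26 ± 14.3 and 2.27 ± 2.12, above 0 in 1 and 2 of 3 libraries. TraesCS2D02G016100 had a log2 fold change of 0.67 (standard error 0.60, adjusted p = 0.31 over the list), a difference within its error.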

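Tested as a set, the 5 DKP genes that pass the expression filter had a median log2 fold change of 2.72 and a mean of 2.83 between the same groups. Camera with a preset correlation of 0.01 gave p = 0.0016, fry gave p = 0.019, and camera with an estimated correlation gave p = 0.165. Among 100 regroupings of the libraries, 16 gave a set p as small. The number of genes past the threshold rested on single libraries. Adjusted over the list alone it was 1 without AAC Concord replicate 3 or AAC Magnet replicate 3, 2 without AAC Magnet replicate 1, 3 without AAC Tradition replicate 1 or 2, and 10 without AAC Tradition replicate 3. Over all genes tested it was 1 without AAC Starbuck replicate 1 or 3, AAC Concord replicate 3, or AAC Magnet replicate 1 or 3, 4 without AAC Starbuck replicate 2, and 6 without AAC Tradition replicate 3. Without replicate 3 of AAC Concord, AAC Magnet and AAC Tradition together, a setting chosen after these libraries were seen to be low, 7 genes passed over the list alone.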

Interestingly, an overall pattern can be seen across the expression of the different genes, with higher expression in AAC Starbuck and AAC Tradition, the two varieties with slightly higher accumulation of C31 β-diketone (**Supplementary Figure 10A**). This could indicate that the genes in the cluster are not only physically linked but also their expression is coordinately regulated. This confirms the strong effect of the *W1* locus on the levels of β-diketones, which makes it a promising marker for breeding. 

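The DKP genes also varied together between replicates of a variety. After the variety means were removed, the mean Pearson correlation over the 10 pairs of the 5 DKP genes was 0.860, above all 10000 random sets of genes of like level (permutation test within varieties, p = 1e-05, the smallest that 100000 permutations can give). By pair, r lay between 0.687 and 0.979 and Spearman's rho between 0.650 and 0.967. In the exact permutation test over 1296 orders, 5 of the 10 pairs had an adjusted p under 0.05 by r and 6 by rho, with adjusted p of 0.039 to 0.13 by r and 0.035 to 0.12 by rho. Without the 2 libraries farthest from the median, r was 0.439 to 0.953. Without AAC Tradition replicate 3, the mean correlation was 0.643, and with the replicate number as a block it was 0.721. The 6 wax genes outside the clusters that pass the filter, which lie on other chromosomes, had a mean correlation of 0.64 with the DKP genes within varieties. By gene this was 0.027 for the TaCER1-6 gene TraesCS6B02G255100 and 0.694 to 0.815 for the TaFAR4 and TaCER1-1 genes. The labels name no sequencing batch within which the relation could be recomputed. From the shared pattern of higher expression in AAC Starbuck and AAC Tradition, the paper proposes that the physically linked genes of the cluster are coordinately regulated.

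**Figure D2:**
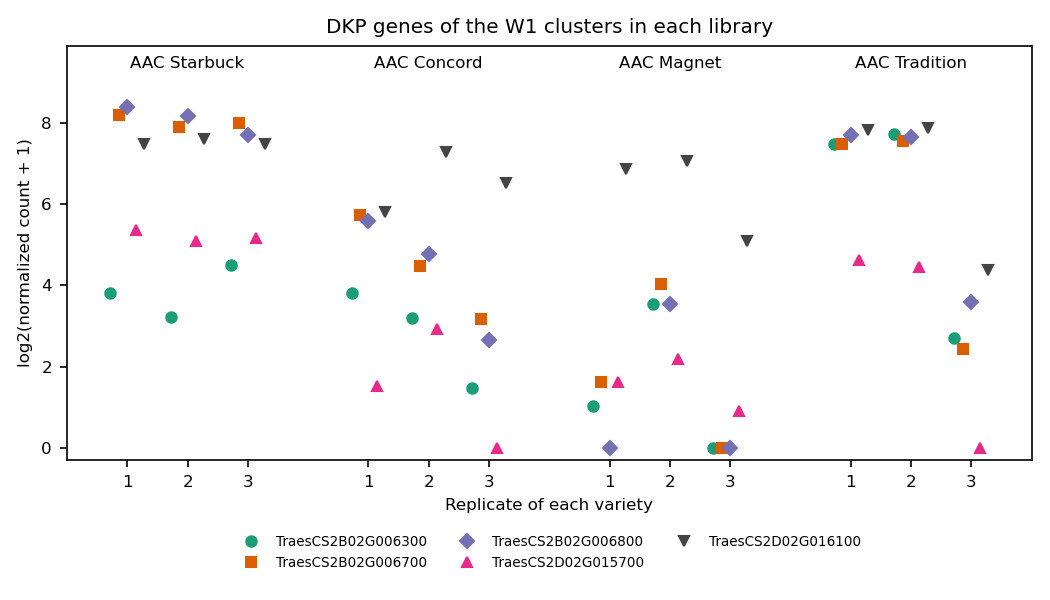
Expression of the 5 DKP genes that pass the filter, as log2(normalized count + 1), in each of the 12 libraries, grouped by variety with a marker for each replicate. Replicate 3 of AAC Tradition lies below replicates 1 and 2 for each of the genes.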

AAC Magnet accumulated more alkanes than the other varieties, yet the expression of *TaCER1–1* genes did not follow the same pattern. Instead, *TaCER1–6* genes, particularly the gene from the A sub genome *TraesCS6A02G226500*, followed the pattern of accumulation of alkanes (**Figure 7**). 

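TaCER1-1 genes belong to the alkane-forming pathway. TraesCS1A02G150900 averaged 304 ± 92.9 normalized counts (SD, n = 3) in AAC Magnet, between 287 ± 14.0 in AAC Starbuck and 323 ± 88.8 in AAC Concord. TraesCS1B02G168500 averaged 421 ± 109 in AAC Magnet, between 317 ± 153 in AAC Tradition and 686 ± 61.8 in AAC Starbuck. TraesCS1D02G147900 averaged 2.14 ± 1.15 in AAC Magnet and 5.55 ± 2.54 in AAC Concord, close to the value of 3 reads. Against the mean of the other 3 varieties, the log2 fold change of AAC Magnet was -0.02 for TraesCS1A02G150900 (standard error 0.26), -0.12 for TraesCS1B02G168500 (standard error 0.30) and 0.03 for TraesCS1D02G147900 (standard error 0.45). Each had an adjusted p of 0.95 from limma, and the sign of each changed when single libraries were left out.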

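Of the TaCER1-6 genes, TraesCS6B02G255100 had the highest level and TraesCS6A02G226500 the lowest. TraesCS6B02G255100 averaged 49.9 ± 7.78 normalized counts (SD, n = 3) in AAC Magnet, 40.3 ± 19 in AAC Starbuck, 15.6 ± 3.21 in AAC Tradition and 5.81 ± 2.97 in AAC Concord. Its log2 fold change in AAC Magnet against the mean of the other 3 was 1.68 (standard error 0.32, adjusted p = 0.0073 from limma over all genes tested, 0.0020 adjusted over the list alone). AAC Starbuck alone had a log2 fold change of -0.43 to AAC Magnet (standard error 0.40, adjusted p = 0.46 over the list), so these varieties were not separated. TraesCS6A02G226500 averaged 2.70 ± 0.778 in AAC Magnet, 1.16 ± 1.01 in AAC Concord and 0.624 ± 0.551 in AAC Starbuck, and was at 0 in AAC Tradition. Its log2 fold change was 1.33 (standard error 0.31, adjusted p = 0.020 from limma, 0.0044 adjusted over the list alone). AAC Magnet held 8 of the 14 reads of this gene, or 57.1% (exact Clopper-Pearson interval 28.9% to 82.3%), against 22.4% of all reads (exact binomial test, p = 0.0051). No library held more than 4 reads, and the paper names the gene for its level in these libraries, so counting noise is not excluded. TraesCS6D02G208500 averaged 5.27 ± 6.05 in AAC Magnet, with a log2 fold change of 0.72 (standard error 0.68, adjusted p = 0.63 from limma over the list) that turned to -0.052 without AAC Magnet replicate 2.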

Taken together, the analysis indicates that the expression of these genes could be used to select germplasm that accumulates a higher wax load. The next step would be to identify single-nucleotide polymorphisms that predict the expression of these genes for marker-assisted selection.

**Figure 5:**
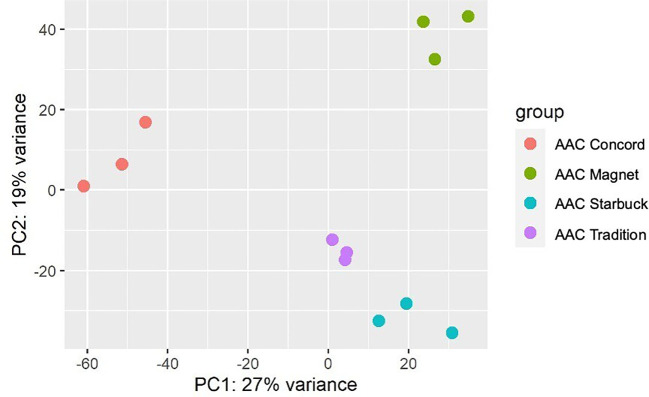
Principal component analysis of gene expression data. Three flag leaf samples from four modern CWRS wheat varieties were used for a transcriptome analysis. Plants were grown under control conditions in a greenhouse setting and flag leaves collected during the flowering stage.

**Figure 6:**
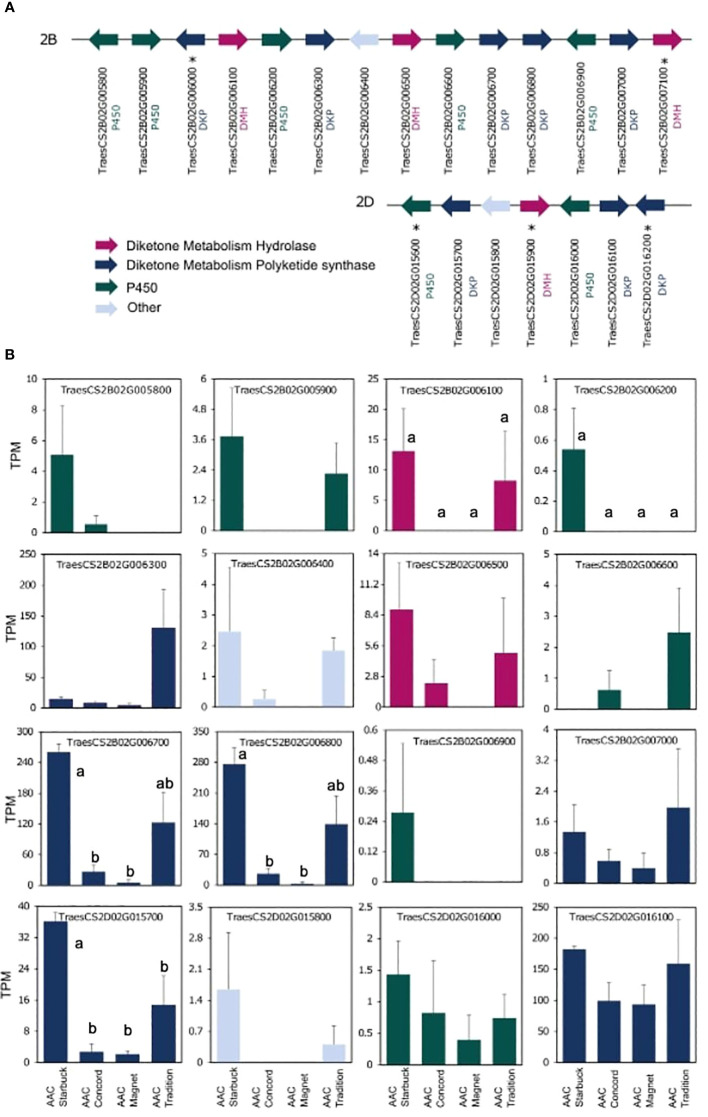
Gene expression of the *W1* locus controlling β-diketone accumulation. Sequences from the previously characterized *W1* locus from the cultivar Zavitan were used to conduct BLASTP searches in the IWGSC assembly (Hen-Avivi et al., 2016). **(A)** Structure of the two clusters identified on chromosomes 2B and 2D. Genes and distances between genes are not drawn to scale. Genes not expressed are indicated with an *. **(B)** Expression levels plotted as TPM for each of the four varieties. A one-way ANOVA was performed to test for differences in expression across varieties (**Supplementary Table 3**). When significant, it was followed by a Tukey’s HSD test. Letters above the bars indicate which pairwise comparisons are significantly different (p-value < 0.05).

**Figure 7:**
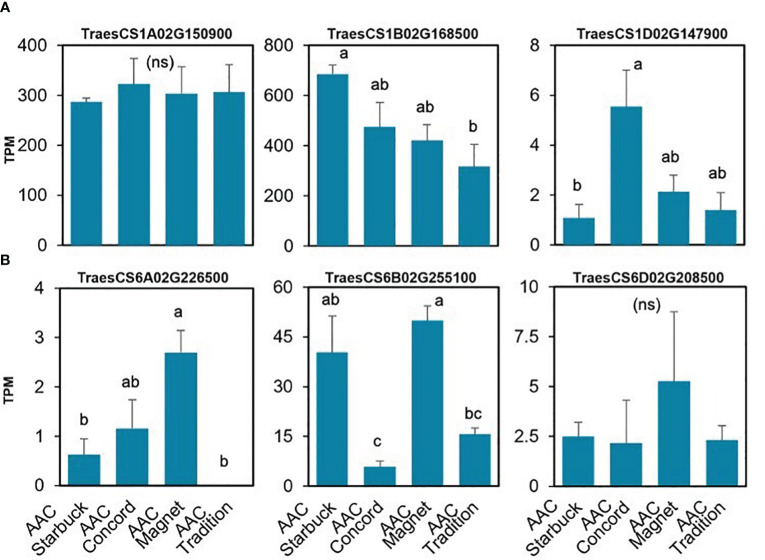
Gene expression of the *TaCER1* genes involved in alkane accumulation. **(A)** *TaCER1–1* homologs (Li et al., 2019). **(B)** *TaCER1–6* homologs (He et al., 2022). Average expression and standard error for the three replicates per variety are plotted in transcripts per million (TPM) units. A one-way ANOVA was performed to test for differences in expression (**Supplementary Table 3**). When significant, it was followed by a Tukey’s HSD test. Letters above the bars indicate which pairwise comparisons are significantly different (p-value < 0.05; ns, not significant).

## 4 Discussion

The repetitive use of the same germplasm for crossing leads to genetic bottlenecks in domesticated material (Metakovsky et al., 2019). This could be seen in the homogenous composition of the flag leaf cuticular waxes of the 30 CWRS wheat varieties, even though Red Fife was introduced in approximately 1842. Although cuticular waxes were not intentionally selected for or against, the early observations that found glaucous appearance associated with drought resistance might have favored the indirect selection of varieties with more dense wax crystals and hence higher wax load. Nevertheless, this was not the case for CWRS wheat varieties, and instead, a lower total wax load and diketone composition was seen in modern varieties. It is worth noting that similar wax profiles have been previously reported for wheat germplasm elsewhere, such as varieties bred for Southern Australia (Bi et al., 2017) highlighting the narrow genetic diversity in cereal crops even in a trait that has not been under direct selection. Furthermore, varieties released for the Eastern and Western ecozones in Canada have undergone independent breeding efforts, yet no significant differences in cuticular wax, apart from odd-chained alkanes, were seen when all varieties were grown under the same field conditions (**Table 1**). Instead, differences could be observed in the quantity of the individual compound classes, particularly in the β-diketone, 14,16-hentriaconta-dione. The higher accumulation of β-diketones in older varieties was clear in the field and under greenhouse settings. In contrast, modern varieties have a higher alkane content.

To investigate the variation in β-diketones further, eight varieties were chosen for a greenhouse drought experiment. The common feature in all varieties was the increased accumulation of β-diketones upon reduced watering. Yet, the increase did not always result in a higher total wax load. This could be explained by the accompanying decrease in primary alcohols in AAC Concord, Katepwa, and Columbus upon drought stress. One possible explanation is that there could be limitations on the total carbon flux into cuticular waxes. To achieve higher levels of alkanes and β-diketones under drought conditions, it might be necessary to redirect the precursor VLCFAs used in the alcohol-forming pathway into the other two pathways. Hence, finding wheat germplasm with reduced primary alcohols, such as Pasqua (released in 1990 for the Eastern ecozone), might be worth investigating.

In addition to minimizing non-stomatal water loss, cuticular waxes can assist with reflecting harmful radiation, such as UV-B, UV-C, and near infrared (Mulroy, 1979; Balouchi et al., 2009), and reflecting light in the 330- to 680-nm range (Camarillo-Castillo et al., 2021). When surface waxes were removed on the abaxial and adaxial surface of wheat leaves, reflectance was reduced by twofold on the abaxial surface relative to the adaxial surface (Uddin and Marshall, 1988). However, it is important to note that, although all wax compounds are hydrophobic, the functional groups that decorate them are known to affect their physical and chemical properties, for example, alcohol-rich waxes form platelet-shaped crystals, whereas β-diketones form tubule-shaped crystals (Su et al., 2020). The morphology of the crystals can be associated with different attributes in light reflection. Moreover, fatty acids have been shown to create poor hydrophobic barriers in both natural and artificial membranes (Bi et al., 2017), whereas alkanes have been reported to minimize water diffusion through the cuticular membrane and increase mesophyll conductance (Kosma et al., 2009; Su et al., 2020). Hence, the properties of the cuticular wax layer can be adjusted by changing the contribution of individual compounds. Modern CWRS wheat varieties had a higher accumulation of alkanes. Similarly, Australian bread wheat and American winter wheat varieties have been observed to respond to drought stress via alkane accumulation (Bi et al., 2017; Liu et al., 2017). Another study that compared wax responses to drought in glaucous and non-glaucous Chinese bread wheat varieties found that non-glaucous varieties were more likely to respond to drought with higher alkane accumulation, while glaucous varieties responded with higher β-diketone levels (Su et al., 2020). Similarly, in this study, AAC Starbuck did not increase the accumulation of β-diketones with drought, but higher levels of alkanes, alcohols, and fatty acids were observed. This suggests that the glaucous and non-glaucous responses reported in Chinese varieties are conserved in Canadian varieties. Most varieties responded by increasing the accumulation of β-diketones, but when this was not possible, other compound classes, including alkanes, can be upregulated. Therefore, breeding for higher wax content might be complicated by competition between the three wax biosynthetic pathways in wheat and the particular properties conferred by each functional class.

Understanding the functional role of each compound class under stress conditions could assist in breeding a better cuticular wax for future climates. The wheat ideotype would have the capacity to induce a large increase in β-diketone accumulation upon drought treatment, while maintaining a stable yield. The greenhouse experiment allowed us to identify material that meets this criterion. AAC Concord was notable in this respect showing a large increase in β-diketone accumulation and no negative effects in growth with reduced water. Although there are other varieties with higher yield, the tolerance of AAC Concord to reduced water is a desirable trait that could be incorporated in breeding programs. This is in agreement with prior studies that have observed that glaucous wheat varieties containing high levels of β-diketones outperform non-glaucous varieties under drought (Guo et al., 2016; Hunt et al., 2018). Some of the effects of higher β-diketone content are not a mere consequence of increasing the cuticular wax load. For example, the glaucous Chinese bread wheat variety HY 2912 increased β-diketone deposition, which, in turn, allowed the plants to maintain high stomatal and mesophyll conductance and higher intercellular CO_2_ concentration. It has been observed that the tubule structure of β-diketone crystals reduces CO_2_ diffusion from the mesophyll to the atmosphere (Su et al., 2020). This implies that drought tolerance is linked to β-diketone deposition. Based on this, reincorporating a higher and inducible β-diketone content into modern varieties that have a low β-diketone content, such as AAC Magnet, may improve drought responses (**Figure 3A**). 

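AAC Magnet was set against the mean of the other 3 varieties for each detected DKP gene, which encode the polyketide synthases. With limma, TraesCS2B02G006800 had a log2 fold change of -5.06 (standard error 1.00, adjusted p = 0.0064 over the list alone and 0.0083 over all genes tested). TraesCS2B02G006700 had -4.21 (standard error 1.09, adjusted p = 0.022 and 0.031). TraesCS2B02G006300 at -2.69, TraesCS2D02G015700 at -1.66, TraesCS2B02G007000 at -0.57 and TraesCS2D02G016100 at -0.58 did not pass the test. TraesCS2D02G016100 averaged 93.9 ± 53.4 normalized counts (SD, n = 3) in AAC Magnet, most of the summed DKP expression of this variety. AAC Concord was low too. TraesCS2B02G006800 averaged 26.2 ± 20.8 in AAC Concord and 3.58 ± 6.21 in AAC Magnet, and TraesCS2B02G006700 27.3 ± 22.8 and 5.87 ± 8.42. The DKP sums of these varieties overlapped, at 106 to 217 and 33.8 to 174, so low DKP expression was not particular to AAC Magnet.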

The RNASeq results suggest that AAC Magnet exhibits low expression for DMPs, which may explain why less β-diketones were observed in AAC Magnet flag leaf samples (**Supplementary Table 3**). Increasing DMP expression in AAC Magnet may, in turn, increase β-diketone accumulation in this variety. However, it is also important to note that AAC Brandon, which showed the highest yield in 2021 and 2022, accumulates very low quantities of β-diketones. Clearly, other mechanisms that provide tolerance to stress are at play, and cuticular waxes should be incorporated in breeding programs as an additional trait, not in replacement of others.

In terms of understanding how the cuticular wax responses are orchestrated at the gene level, future experiments should look at early and late time points upon application of the stress to check the induction/repression of wax biosynthetic genes. To move forward with the screening of waxes in new germplasm, having genetic markers that aid in the identification of elite material will be crucial. Three main wax biosynthetic pathways are present in wheat and other cereal crops, with key enzymes previously characterized (Wang et al., 2015b; Hen-Avivi et al., 2016; Wang et al., 2016; Li et al., 2019; He et al., 2022). Primary alcohols were the dominant compound class in flag leaves, and several *FAR* genes were found expressed in CWRS germplasm. Unexpectedly, *TaFAR3*, which produces C28 primary alcohols when expressed in yeast, was not expressed in any of the four modern varieties studied here (Wang et al., 2016). In contrast, homologs of *TaFAR4* from each sub genome were highly expressed in the flag leaves analyzed, even when the *in vitro* activity of *TaFAR4* is to synthesize C24 alcohols (**Supplementary Table 2**). This highlights the need to test the carbon length preference of additional *TaFAR* alleles to determine how fast substrate specificity can change.

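The TaFAR3 genes TraesCS4B02G010000 and TraesCS4B02G010100 were at 0 in each of the 12 libraries. In a single library, a count of 0 allows up to 3 reads, which is 0.423 to 0.669 of every 1000000 reads depending on the library. The limit from the 12 libraries together is lower.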

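Set among the 74182 genes above 0 in these leaves, the TaFAR4 genes were in the upper part of the range. The 12-library mean was 78.0 normalized counts for TraesCS4D02G356300, above 79.9% of genes, 49.1 for TraesCS4B02G363100, above 71.4%, and 43.2 for TraesCS5A02G531300, above 69.1%. For comparison, TraesCS1A02G150900 and TraesCS1B02G168500 of TaCER1-1 were above 95.8% and 97.7% of genes, and TraesCS4A02G388600 of TaFAR2 was above 33.5%.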

Results from the expression analysis of flag leaves presented here and in past work suggest that the *W1* locus could be an effective marker for selecting varieties with high β-diketone content (Hen-Avivi et al., 2016). The fact that the three enzymes required for β-diketone synthesis (DMH, DKP and P450s) are physically linked in the same locus facilitates their selection. Moreover, the high β-diketone content in AAC Tradition and AAC Starbuck was closely matched by the expression levels of the genes within the *W1* locus indicating that not only are the genes physically linked, but their expression is too. 

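Summed over the DKP genes, expression was 697 to 859 normalized counts in the 3 libraries of AAC Starbuck. In AAC Tradition it was 813 in replicate 1, 852 in replicate 2 and 40.9 in replicate 3. The sum was 106 to 217 in AAC Concord and 33.8 to 174 in AAC Magnet, so replicate 3 of AAC Tradition lay within the range of these varieties. Between AAC Starbuck and AAC Tradition, none of the 5 DKP genes that pass the filter was called by limma, with adjusted p of 0.28 to 0.44 over the list. Their log2 fold changes were 2.20 for TraesCS2B02G006700 (standard error 1.34), 2.19 for TraesCS2D02G015700 (1.09), 1.77 for TraesCS2B02G006800 (1.23), 0.82 for TraesCS2D02G016100 (0.85) and -2.12 for TraesCS2B02G006300 (1.28). AAC Tradition replicate 3 lowered the mean of its variety in each of these genes. TraesCS2B02G006700 was 176, 188 and 4.42 in AAC Tradition, against 237 to 291 in AAC Starbuck. TraesCS2D02G016100 was 226, 233 and 19.9, against 176 to 192, so replicates 1 and 2 of AAC Tradition were above AAC Starbuck. With errors this wide a difference between the varieties is not excluded. The P450 gene TraesCS2B02G005800 had a log2 fold change of 2.22 (standard error 0.53, adjusted p = 0.027 over the list), but 2 of the 3 libraries of AAC Starbuck held only 2 reads each. Wax content was not analysed here, so expression and β-diketones could not be compared leaf by leaf.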

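The W1 clusters hold genes for polyketide synthases (DKP, or PKS), hydrolases (DMH) and P450 enzymes. Summed over the genes of a class, expression averaged 403 ± 352 normalized counts for DKP, 9.36 ± 11.4 for DMH and 4.74 ± 6.19 for P450 (SD, n = 12). The DKP sum was above the P450 sum in 12 of 12 libraries, by a mean of 6.15 on the log2 scale (SD 0.75, exact two-sided sign-flip permutation test, p = 0.00049, the smallest it can give). The P450 sum was above 0 in 8 of 12 libraries. Where it was 0, the 1 added before the log sets the size of the difference, so the mean is not a measured ratio. The DMH sum was above the P450 sum in 6 of 12 libraries and below it in 2, and both were 0 in the other 4, with a mean log2 difference of 0.31 (SD 1.24, exact two-sided sign-flip permutation test, p = 0.40).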

Particularly, the higher expression levels of PKS-encoding genes suggest that they encode the rate-limiting step in the biosynthesis of β-diketones, whereas P450-encoding genes had the lowest levels of expression (**Figure 6**). Interestingly, recent studies have found that AAC Tradition differs in the position of the hydroxyl group that decorates β-diketones in the spike cuticular waxes (Chen et al., 2023). The P450s within the *W1* locus are good candidates for explaining this chemical phenotype.

## 5 Conclusion

Due to accelerated climate change, there is an urgency for drought-tolerant bread wheat varieties to meet global food demands. Evidence from this study in Canadian germplasm and work from other groups suggest that increasing β-diketone accumulation can assist with increasing drought tolerance in wheat. However, both field and greenhouse experiments indicate that this response is reduced in modern lines. Through selective breeding for a stronger β-diketone response in the flag leaves of future CWRS varieties, wheat breeders may be able to develop more resilient varieties that are capable of withstanding future climate scenarios.

## Data Availability

The RNAseq datasets generated for this study can be found in the GEO repository under accession number GSE254797. The R-code used in this study can be found in https://github.com/wheat0624/Frontiers-in-Science-Wheat-Paper-Code-Repository.git.

# Supplementary material for: β-diketone accumulation in response to drought stress is weakened in modern bread wheat varieties (Triticum aestivum L.)
**Source:** Front Plant Sci. 2024 Aug 9;15:1401135. doi: 10.3389/fpls.2024.1401135
**Supplement:** Supplementary file 1

## Slide 1

May
June
July
August
2021
2022
Supplementary Figure 1. Drought conditions in Saskatoon in 2021 and 2022. Monthly drought conditions provided by the Canadian Drought Monitor are shown for the field experiment site in Saskatoon, Saskatchewan (shown with a landmark) from 2021 and 2022 (Government of Canada, 2023). Five drought categories are defined based on the percentile chance of the precipitation conditions occurring, with D4-Exceptional drought indicating conditions that appear less than two years over one hundred years.

## Slide 2

A
Control
Drought
B
Supplementary Figure 2. Weekly watering volume and soil relative water content (RWC) during the greenhouse drought experiment. (A) The total volume of water added to each pot over each week of the experiment for control (blue) and drought (yellow) treated plants. (B) Changes in soil RWC were measured for two random pots for each experimental condition at each time point. Drought treated plants received half the water given to control treated plants over the course of one month, starting at the tillering stage.

## Slide 3

A
B
C
D
E
Supplementary Figure 3. Flag leaf cuticular wax composition under field conditions. Samples were combined based on ecozone for each wax compound class. Results of an ANOVA performed between Eastern and Western varieties is indicated on each graph (ns = p-value > 0.01). (A) β-diketone (p-value = 0.0243) (B) Odd-chained alkanes (p-value = 0.9680), (C) Primary alcohols (p-value = 0.3908), (D) Fatty acids (p-value = 0.3686) and (E) Total wax (p-value = 0.9870) for 30 CWRS varieties. Light green: Eastern (n=75), orange: Western (n=60), and periwinkle: Founder (n=15).

## Slide 4

Eastern
Western
Neepawa
Canuck
Columbus
Katepwa
AAC Tradition
AAC Concord
AAC Magnet
AAC Starbuck
Control	Drought
Supplementary Figure 4. Comparison of plant growth under control and drought conditions. Eight CWRS wheat varieties were grown in the greenhouse, with four pots assigned to each treatment and two plants grown in each pot. One representative pot was photographed at the end of the experiment when plants were at the flowering stage.

## Slide 5

Western
Eastern
A
Control
Drought
B
C
D
E
Supplementary Figure 5. Changes in plant morphological traits upon drought treatment. Averages and standard error (n=8, shown as individual points) and results of a multivariate regression using treatment, ecozone and year of release as variables (ns = p-value > 0.01, * = p-value < 0.01, ** = p-value < 0.001) is shown for a (A) Tiller Count, (B) Days to Flowering, (C) Total Plant Height, (D) Head Count, and (E) Head Length for eight CWRS wheat varieties grown in a greenhouse. All measurements were made following a 30-day drought treatment, where drought treated plants received half the water given to control plants. Light blue: control conditions, yellow: drought-treated. Dotted lines indicate the mean across all samples for that particular trait.

## Slide 6

A
B
C
D
E
Supplementary Figure 6: Changes in flag leaf cuticular wax accumulation upon drought treatment. Eight CWRS wheat varieties were subjected to control and drought conditions for 30 days, after which, flag leaves were sampled for wax analysis. Results of a multivariate regression is indicated on each graph (ns = p-value > 0.01, * = p-value < 0.01, ** = p-value < 0.001). (A) β-diketone (p = 0.0045**), (B) Odd-chained alkanes (p = 0.0783), (C) Primary alcohols (p = 0.4740), (D) Fatty acids (p = 0.7270), and (E) Total wax (p = 0.6035) for 8 CWRS varieties grown in a greenhouse from October to December 2020 at the University of Toronto Scarborough. Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and mass spectrometry. Light blue: control conditions (n=32), yellow: drought-treated (n=32).

## Slide 7

Western
Eastern
AAC
Starbuck
AAC
Magnet
AAC
Tradition
AAC
Concord
Katepwa
Columbus
Neepawa
Canuck
Control	Drought
Supplementary Figure 7. Comparison of the flag leaf abaxial surface from CWRS wheat varieties grown under control and drought conditions. Eight CWRS varieties were grown in the greenhouse, with four replicates assigned to each treatment. The abaxial surface of one flag leaf from a representative pot was photographed at the end of the experiment, when plants were at the flowering stage. On the right of each image is a flag leaf taken from a plant grown under control conditions (light blue square), while on the left is a flag leaf grown under drought conditions (yellow square).

## Slide 8

A
B
C
D
E
Supplementary Figure 8. Changes in flag leaf cuticular wax accumulation broken down by ecozone. Results of a multivariate regression is indicated on each graph (ns = p-value > 0.01, * = p-value < 0.01, ** = p-value < 0.001). Comparisons based on ecozone for a (A) β-diketone content (p-value = 0.0008**), (B) Odd-chained alkanes (p-value = 0.0100*), (C) Primary alcohols (p-value = 0.0170), (D) Fatty acids (p-value = 0.4840), and (E) Total wax (p-value = 0.0098*) for eight CWRS wheat varieties grown in a greenhouse from October to December 2020 at the University of Toronto Scarborough. Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and mass spectrometry. Light green: Eastern ecozone (n=32), Orange: Western ecozone (n=32).

## Slide 9

B
A
C
D
E
Supplementary Figure 9. Changes in flag leaf cuticular wax accumulation broken down by year of release. Results of a multivariate regression is indicated on each graph (ns = p-value > 0.01, * = p-value < 0.01, ** = p-value < 0.001). Comparisons based on year of release for a (A) β-diketone (p-value = 0.0248), (B) Odd-chained alkanes (p-value = 0.5673), (C) Primary alcohols (p-value = 0.1870), (D) Fatty acids (p-value = 0.3280), and (E) Total wax (p-value = 0.1557) for eight CWRS wheat varieties grown in a greenhouse from October to December 2020 at the University of Toronto Scarborough. Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and mass spectrometry. Purple: modern varieties (n=32), red: old varieties (n=32).

## Slide 10

A
B
p-value = 0.6462
p-value = 0.3216
)
)
2
2
diketone
diketone
Hydroxy
µg/ cm
µg/ cm
-
-
(
(
β
β
p-value = 0.0021
p-value = 0.9579
)
)
2
2
ab
b
a
b
chained
Primary
Alcohols
Alkanes
µg/ cm
µg/ cm
-
(
(
Odd
p-value = 0.6874
p-value = 0.8576
)
)
2
2
Total Wax
Fatty Acids
µg/ cm
µg/ cm
(
(
Eastern
Western
C
D
E
F
Supplementary Figure 10. Wax composition in varieties used for transcriptome analysis. Averages and standard error (n=4, shown as individual points) is shown for a (A) β-diketone, (B) Hydroxy β-diketone, (C) Odd-chained alkanes, (D) Primary alcohols, (E) Fatty acids, and (F) Total wax for a gene expression set composed of 4 modern CWRS wheat varieties grown in a greenhouse from September to November 2021 at the University of Toronto Scarborough. Results of a Tukey HSD test is indicated above each bar (p-value < 0.05). Waxes were extracted from flag leaves using chloroform and quantified using gas chromatography and flame ionization detection. Light green: Western ecozone, orange: Eastern ecozone. Dotted lines indicate the mean across all samples for that particular trait.

How the deposited data were processed for this re-analysis (not part of the article)

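RNA from the flag leaf of AAC Starbuck, AAC Concord, AAC Magnet and AAC Tradition was measured in 12 libraries, 3 per variety. As the authors describe, the libraries were sequenced for 150 cycles, trimmed with Trimmomatic (window of 5 at quality 20, minimum length 75) and counted with Salmon against RefSeq 2.1, and DESeq2 was used for principal components and differentially expressed genes. The signal values are normalized counts as deposited. The methods do not state how they were made. Supplementary Table 3 of the paper heads the same values as TPM. All 468 values of that table were within 0.0051 of the deposited ones, whereas a column of TPM sums to at most 1000000 and each column sums to at least 5077330. The levels given are therefore normalized counts, taken as not corrected for gene length, so levels of genes of different length are compared only as counts.

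Low values of a library rise in steps of 0.798 to 1.24 normalized counts, taken as 1 read. With a tolerance of 0.05 of a step, 93.1% to 94.3% of low values were whole, so whole reads were not claimed for the table, and count models (edgeR, DESeq2 and its variance stabilizing transformation) that had been planned for recovered reads were not run. The depth estimated from the step was 4484517 to 7095067 reads per library, with medians of 6446470 in AAC Starbuck, 6503259 in AAC Concord, 5117860 in AAC Magnet and 5337968 in AAC Tradition. A library held 58024 to 61166 genes above 0. A value of 0 was read as up to 3 reads.

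The main test was limma 3.58.1 in R 4.3.3 on log2(value + 1), in a single fit of all libraries with variety as the only term, without a trend (residual degrees of freedom 8, prior degrees of freedom 2.80). Genes entered with a value of at least 10 in at least 3 libraries, and detected genes of the wax list entered whatever their level. Contrasts were each pair of varieties, each variety against the mean of the other 3, and AAC Starbuck with AAC Tradition against AAC Concord with AAC Magnet. P-values were adjusted by Benjamini-Hochberg over all genes tested, and in contrasts of genes of the wax list also over the list alone, separately for the W1 clusters, the TaCER1 genes and the FAR genes. Limma's F test across the varieties was adjusted over all genes tested and over the 28 detected genes of the wax list. Each wax gene was also tested across the varieties by an exact permutation test of the F statistic over all partitions into 4 groups of 3, adjusted over the same 28 genes of the 39 listed. Sets were tested with camera and fry. Correlations, permutation tests, windows and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The pipeline was tested on simulated data in which all genes had the same spread, a dispersion of 0.023 taken over the 4 varieties. Genes with a mean of at least 50 were changed in AAC Starbuck. A call here needed an adjusted p under 0.05 and, for changed genes, the right direction, without the limit on the fold change. Against AAC Concord, 35 of 100 genes changed 2-fold and 99 of 100 changed 4-fold were called, with 3 false calls among 42582 genes. These rates do not cover genes of lower level or wider spread, nor the DEG rule with its limit on the fold change.

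The comparisons, tests, thresholds and alternatives were chosen before the data were examined, apart from the tests named as later ones. Genes were named by a rule. It took all genes of Supplementary Table 3, whose values in that table had been seen. Outside it, for AAC Starbuck and AAC Tradition against AAC Concord and AAC Magnet, it took the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 and no overlap between the 6 and 6 libraries. The alternatives were other pseudocounts, no filter or a mean of at least 50, TMM or the same total as scaling, a trend in limma's prior variance, the replicate number as a block, fits of 2 varieties alone, no limit on the fold change, other numbers of genes in the principal components, other window sizes, rank correlation, and each library left out in turn. Replicate numbers gave no clear pairing of the libraries: correlations of residuals between libraries of the same number were -0.14 to 0.21 (median 0.029), and of other numbers -0.23 to 0.18 (median -0.007). Of 12 libraries, 7 correlated best with a library of their own number. The highest correlation, 0.212, was between replicate 3 of AAC Magnet and of AAC Tradition, so an effect shared by replicate 3 is not excluded.

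Lists of genes by description were left out because none of the identifiers (0 matches) is in the RefSeq gene table of 155467 genes. Wax, yield and drought measurements of the paper were not analysed here.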

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

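Of the tests in this part, the comparison of depth, the test for reads lost in diverged segments, the shifts of the segments, the regroupings with the same number of genes and the random sets without AAC Tradition replicate 3 were chosen after the results were seen, and the named genes and windows follow a rule set earlier.

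Segments of chromosomes rich in differentially expressed genes (DEGs) are a signal in genes that the paper does not discuss. The densest windows of 50 genes held 66% DEGs on chromosome 2B in AAC Starbuck, 78% on 3D in AAC Concord, 62% on 4A in AAC Magnet and 66% on 1B in AAC Tradition, against 6.06%, 7.80%, 6.51% and 5.03% of all placed genes. The window on 2B was dense in the other varieties too, at 68% in AAC Concord, 58% in AAC Magnet and, for nearly the same genes, 56% in AAC Tradition. For AAC Starbuck and AAC Tradition against AAC Concord and AAC Magnet, the densest window was 72%, on 2B from TraesCS2B02G027000 to TraesCS2B02G045300. In 100 regroupings of the libraries, 1 (the real one) gave 318 windows with most of their genes called, and the highest other gave 3, but the others had at most 1041 DEGs against 11394, too few to fill windows. With the same number of genes taken in each regrouping, those of lowest p, 1 of 100 (the real one) gave 322 windows and the highest other gave 65. Chance is therefore excluded for the number of windows with most of their genes called. Segments were defined at lower shares, so segments without such a window were not covered by this count.

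Among DEGs lower in a variety, 34.8% (282 of 811) inside its segments were at 1 read or fewer in all 3 libraries, against 20.2% (958 of 4733) outside. By variety this was 38.9% and 21.9% in AAC Starbuck, 33.3% and 16.8% in AAC Concord, 27% and 21.6% in AAC Magnet, and 47.2% and 23.1% in AAC Tradition. Neighbouring genes are not independent, so the segments were shifted along the gene order as a permutation, and 7 of 1000 shifts gave as high a share over the 4 varieties (p = 0.008; 0.057, 0.041, 0.25 and 0.028 in the same order of varieties). The p-values of single varieties were not adjusted for 4 tests and the varieties were not tested against each other, so the pattern is not shown for any variety alone. Over the 4 varieties it goes with genes that are missing or silent in the haplotype of a segment, which remains a hypothesis. Reads lost because a segment has diverged from the reference cannot be told apart from it. In 19.6% of segments (11 of 56), at least 80% of the DEGs went one way, 5 of them lower and 6 higher, but each variety was compared with a mean of 3 other haplotypes, each of which may have lost reads of its own. Segments of different varieties can also mirror each other. At the end of 3D, 84 of 91 DEGs were lower in AAC Concord. In that region 30 of 31 were higher in AAC Starbuck, 26 of 28 in AAC Magnet and 30 of 39 in AAC Tradition. The balance of lower and higher segments is therefore partly built in.

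Outside the wax list, 4 genes named by rule separated AAC Starbuck and AAC Tradition from AAC Concord and AAC Magnet and are not reported in the paper. The rule required groups without overlap, a condition met by 273 higher and 175 lower of the 1721 genes with an adjusted p under 0.05 and a mean of at least 50. TraesCS5B02G417700 averaged 542 ± 138 normalized counts (SD, n = 6) in AAC Starbuck and AAC Tradition, with 3265 reads against 0, at least 187-fold higher over the group. TraesCS5B02G417500 averaged 215 ± 40.0, with 1316 reads against 0, at least 74.5-fold higher. In the other direction, TraesCS2B02G030200 averaged 216 ± 130 in AAC Concord and AAC Magnet (102 ± 33.6 and 331 ± 40.1, n = 3), with 1303 reads against 1, a ratio of 1263 (95% interval 226 to 49937). TraesCS2B02G030300 averaged 139 ± 92.8 (57.2 ± 28.2 and 221 ± 25.6), with 841 reads against 2, a ratio of 408 (113 to 3372). These intervals and limits hold the counting error alone, without the spread between plants and varieties. The limits allow up to 3 reads in each library at 0, so they are lower than a limit from the 6 libraries together. TraesCS2B02G030200 and TraesCS2B02G030300 lie in the densest window of chromosome 2B.

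Wax genes were low in AAC Tradition replicate 3. The median of 11 wax genes was -1.30 (log2) to the other libraries of the variety, with 10 of 11 lower, and -4.53 for the W1 genes among them. The depth of the library, at 1.036 times the others, argues against a lack of reads. The median of all genes with a mean of at least 50, at 0.02, argues against the authors' scaling. Wax genes outside the W1 clusters varied with the W1 genes within varieties at a mean correlation of 0.64, against -0.02 as the median and 0.238 as the 95th percentile of random sets. Without this library it was 0.459, against a 95th percentile of 0.223, so the wax genes may vary together between plants. The design gives no condition that differs between replicates, so no biological explanation was tested.

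The high level of TraesCS6A02G226500 in AAC Magnet rests on 8 of 14 reads. The exact binomial test gave p = 0.0051, with 22.4% of all reads in AAC Magnet, but the paper names the gene for its level in these libraries, so counting noise is not excluded. Reads shared with the homologs TraesCS6B02G255100 and TraesCS6D02G208500 were not tested, since the reads were not used here.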

How the results depend on the processing

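The setting without replicate 3 of AAC Concord, AAC Magnet and AAC Tradition together was chosen after the results were seen.

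Of 332 values of the 18 comparisons and counts under other settings, 299 kept their direction and their side of the threshold, or stayed within 1.5 times the count. For 26 single genes, 487 of 545 values did so, 32 fell short of the threshold, 11 newly passed it and 15 changed sign, none of these with a call (0). Whole reads were not recovered, so the count models planned for them were not run, nor were lists by description.

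With a mean of at least 50 as the filter, fewer genes were tested and the counts fell by construction: AAC Starbuck and AAC Concord had 1332 DEGs, AAC Starbuck and AAC Magnet 900, AAC Starbuck and AAC Tradition 850, AAC Concord and AAC Magnet 1513, AAC Concord and AAC Tradition 1117, AAC Magnet and AAC Tradition 967, and the 2 groups of varieties 656. Across the varieties 6080 genes differed, and 12 segments were found. Without a limit on the fold change, AAC Concord and AAC Magnet had 6162 DEGs. Without single libraries, the total counts per pair stayed within 1.5 times the reported ones. Single directions moved more: AAC Starbuck over AAC Magnet from 1637 to 1061 (without AAC Starbuck replicate 2), AAC Magnet over AAC Starbuck from 1057 to 633 and over AAC Tradition from 1230 to 806 (both without AAC Magnet replicate 1), AAC Concord over AAC Tradition from 1250 to 792 (without AAC Concord replicate 2). Scaling each library to the same total moved the median of genes with a mean of at least 50 by -0.096 to 0.12 (log2), and TMM by -0.024 to 0.022.

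The number of W1 genes higher in AAC Starbuck and AAC Tradition over all genes tested was 4 with a mean of at least 50, 5 with a trend in the prior variance, and 4 without the 3 libraries named above. It was 1 to 6 without single libraries (6 without AAC Tradition replicate 3), and 1 to 10 over the list alone, where AAC Concord replicate 3 or AAC Magnet replicate 3 left 1. Camera with an estimated correlation gave p = 0.165 for the set. The mean correlation of the DKP genes was 0.643 (without AAC Tradition replicate 3) to 0.914 without single libraries. The cause was not tested.

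For TaCER1-1 and TaCER1-6 in AAC Magnet, signs changed for genes that were not called. TraesCS1A02G150900 had a log2 fold change of 0.052 with the same total, 0.069 without the 3 libraries, and -0.21 to 0.25 without single libraries. TraesCS1D02G147900 had -0.050 with a pseudocount of 5 and -0.21 to 0.36 without single libraries, TraesCS1B02G168500 -0.32 to 0.032, and TraesCS6D02G208500 -0.052 to 1.37. The lowest were without AAC Magnet replicate 1 (replicate 2 for the last) and the highest without replicate 3.

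The share of the distance between varieties was 0.689 with all genes that pass the filter and 0.776 with 5000 genes. The exact test of wax genes called 6 without a log and limma's F test 7. The cause was not tested.

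With the replicate number as a block, limma's F test called 10 wax genes, and the mean correlation of the DKP genes was 0.721. The replicate numbers gave no clear pairing of the libraries, but an effect shared by replicate 3 is not excluded.

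Depth limits the genes near 3 reads, such as TaFAR5, TraesCS6A02G226500 and the P450 genes.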

Differences from the paper's values

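None of the tests in this part was chosen after the results were seen.

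The first principal component held 43.5% of the variance here and the paper's is about 27% in Fig. 5, read by eye. Of the alternatives set before the data were examined, the value was within 1.5 times the paper's with all genes that pass the filter (29.9%), with 5000 genes of highest variance (33.7%) and without AAC Concord replicate 1 (34.9%), 2 (35.1%) or 3 (36.0%). It was not with log2(value + 5), at 42.5%, with a replicate block, at 45.2%, or without any of the other 9 libraries in turn.

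Supplementary Table 3 of the paper heads its values as TPM. They equal the deposited normalized counts, whose columns sum to 5077330 to 5902642, and a column of TPM sums to at most 1000000.

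In that table the paper calls 11 of the 28 detected genes different between varieties, at a one-way p under 0.05 without adjustment over the genes. The one-way p recomputed from the values fell on the same side of 0.05 as the paper's for 28 of 28. The exact permutation test gave 7 of the 11 a p under 0.05 before adjustment, and 1, TraesCS6B02G255100, when adjusted over the 28 genes. Without a log, the adjusted exact test called 6 of the paper's 11: TraesCS4B02G006800, TraesCS6A02G226500, TraesCS6B02G255100, TraesCS2B02G006700, TraesCS2B02G006800 and TraesCS2D02G015700. Limma's F test, also adjusted over the 28 genes, called 7 genes, 6 of them the paper's, with TraesCS4B02G363100 in place of TraesCS2D02G015700. With a replicate block it called 10 genes, 8 of them the paper's, adding TraesCS1B02G168500 and TraesCS2D02G015700. TraesCS4A02G388600, TraesCS4D02G356300 and TraesCS1D02G147900 were called by the paper and under none of these adjusted settings. Before adjustment, limma's F test gave them p of 0.025, 0.016 and 0.040, and 15 of the 28 genes had a p under 0.05. These adjusted calls and the paper's unadjusted ones thus use unlike thresholds.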

Other observations

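The comparison of pairings, the test of the region around the W1 cluster and the interval of the share of regroupings were chosen after the results were seen.

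The number of DEGs depended on the real grouping of the libraries. Across the 4 varieties 9746 genes differed, and the highest of the other regroupings gave 402. AAC Starbuck and AAC Tradition differed from AAC Concord and AAC Magnet in 2483 DEGs, and the highest other gave 197. Both were reached by 1 of 100 regroupings, the real one, and chance is excluded. For the 2 TaCER1-6 genes higher in AAC Magnet 1 of 100 gave as many (highest other 1), and for the 7 W1 genes 2 of 100 (the highest with 9). The TaCER1-6 genes are named in the paper for their level in these libraries, so regroupings cannot exclude chance for them. The paper also describes the W1 pattern from these libraries. For the W1 genes the exact interval of the share, from 1 of the 99 other regroupings, was 0.0256% to 5.50% and includes 5%, so chance is not excluded. Nor is it for the W1 set test, where 16 of 100 gave a p as small and the smallest other was 1.1479e-09. Pairs of varieties allow 10 splits, too few for a share under 0.05, and the highest other split gave 1 DEG for AAC Starbuck and AAC Concord (real 3963), 2 for AAC Starbuck and AAC Magnet (2694), 1 for AAC Starbuck and AAC Tradition (2188), 2 for AAC Concord and AAC Magnet (4076), 7 for AAC Concord and AAC Tradition (3103) and 1 for AAC Magnet and AAC Tradition (2734).

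That AAC Starbuck and AAC Tradition form a group was tested against the other pairings of the varieties. AAC Starbuck and AAC Magnet against the rest gave 2567 DEGs and AAC Starbuck and AAC Concord 2187, so a count of this size may follow from any pairing.

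A hypothesis was that the W1 difference is part of a longer segment of chromosome 2B. Of the 50 tested genes nearest to the cluster, 24% (12) were DEGs of this contrast, 9 higher and 3 lower, against 5.53% over all placed genes and a threshold of 32%. The share lay between the 2 bounds, so a segment and the cluster alone cannot be told apart with these varieties. For single varieties against the other 3 the share was 40% in AAC Concord, above its threshold of 32%, and 30% in AAC Starbuck, 22% in AAC Magnet and 22% in AAC Tradition, not above theirs (30%, 30% and 26%). The segments of AAC Starbuck and AAC Concord include the cluster, those of AAC Magnet and AAC Tradition begin within it, and that of the contrast of 2 groups begins past it, at TraesCS2B02G007800.

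The median of the 11 wax genes to the other libraries of the variety was also low in AAC Magnet replicate 3, at -0.82 with 11 lower, and in AAC Concord replicate 3, at -0.75 with 10 lower. The profile of the W1 genes over the libraries within varieties correlated above 0.8 or below -0.8 with 1105 genes, against a median of 480 and a 95th percentile of 975.1 for random profiles.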
